# An Integrative Developmental Genomics and Systems Biology Approach to Identify an In Vivo Sox Trio-Mediated Gene Regulatory Network in Murine Embryos

**DOI:** 10.1155/2017/8932583

**Published:** 2017-05-28

**Authors:** Wenqing Jean Lee, Sumantra Chatterjee, Sook Peng Yap, Siew Lan Lim, Xing Xing, Petra Kraus, Wenjie Sun, Xiaoming Hu, V. Sivakamasundari, Hsiao Yun Chan, Prasanna R. Kolatkar, Shyam Prabhakar, Thomas Lufkin

## Abstract

Embryogenesis is an intricate process involving multiple genes and pathways. Some of the key transcription factors controlling specific cell types are the* Sox* trio, namely,* Sox5*,* Sox6*, and* Sox9*, which play crucial roles in organogenesis working in a concerted manner. Much however still needs to be learned about their combinatorial roles during this process. A developmental genomics and systems biology approach offers to complement the reductionist methodology of current developmental biology and provide a more comprehensive and integrated view of the interrelationships of complex regulatory networks that occur during organogenesis. By combining cell type-specific transcriptome analysis and in vivo ChIP-Seq of the Sox trio using mouse embryos, we provide evidence for the direct control of* Sox5* and* Sox6* by the transcriptional trio in the murine model and by Morpholino knockdown in zebrafish and demonstrate the novel role of* Tgfb2*,* Fbxl18*, and* Tle3* in formation of* Sox5*,* Sox6*, and* Sox9* dependent tissues. Concurrently, a complete embryonic gene regulatory network has been generated, identifying a wide repertoire of genes involved and controlled by the Sox trio in the intricate process of normal embryogenesis.

## 1. Introduction

The Sox family of proteins that are encoded by at least 20 genes in mammals plays a myriad of roles during embryonic cell type specification and organogenesis [1–8]. Three of the* Sox* genes,* Sox5*,* Sox6*, and* Sox9*, while having unique roles in specific cell types, together play a concerted role during embryonic skeletogenesis, being absolutely necessary for proper chondrogenesis [9–17]. The skeleton is a complex system, fulfilling critical functions such as movement, hematopoiesis, and the protection of vital organs. The incidence of skeletal diseases is estimated to be 1 in 4000 births with half of them being early lethal but the real frequency is probably higher as some disorders develop later in life [18]. Genes controlling skeletogenesis are often involved in other developmental processes, resulting in complex syndromes with skeletal disorders being one of the outcomes. To develop greatly needed therapies for human diseases, it is necessary to understand the molecular basis behind them. Deciphering the fundamentals of skeletogenesis will aid in the identification of the molecular mechanisms behind the prevalent skeletal diseases.

Chondrocytes are the first skeleton-specific cell type to appear during development and defects in chondrogenesis; an essential event during endochondral ossification (responsible for the formation of most of the skeleton) and postnatal cartilage maintenance lead to chondrodysplasias and osteoarthritis [19, 20]. The commitment of progenitor cells to the chondrogenic fate is largely determined by the expression of the transcription factor,* Sox9 *[21]. Heterozygous mutations in and around* Sox9* were shown to cause campomelic dysplasia, a severe form of human chondrodysplasia often accompanied by male sex reversal and defects in other nonskeletal organs, highlighting its critical role in chondrogenesis and other tissues [22, 23]. Early chondrocyte differentiation and subsequent maturation are controlled by* Sox9* and its family members,* Sox5* and* Sox6 *[24, 25]. The expression of the trio in nonchondrogenic cells has been shown to induce cartilage formation [26].* Sox5* and* Sox6* which are highly related to each other are expressed downstream of* Sox9 *[27]. They exhibit functional redundancy for each other during chondrogenesis with the double-gene knockout mice displaying severe chondrodysplasia as compared to the single knockouts, which showed mild skeletal defects [28]. Recent molecular studies done in vitro have shown that the trio synergistically activates the expression of cartilage-specific genes such as* Col2a1*,* Acan*, and* Matn1 *[29, 30].

The genetic and molecular events underlying a biological process such as chondrogenesis are often complex and the complete understanding of the gene regulatory network (GRN) involved requires a comprehensive developmental genomics and systems biology approach [31].* Sox9*,* Sox5*, and* Sox6* were previously found to be the major transcription factors regulating chondrogenesis [27]. The targets of the Sox trio in chondrogenesis uncovered by conventional experimental approaches previously mentioned are probably only a portion of the network involved and only partially recapitulate what is happening in vivo. In order to have a comprehensive view of what is occurring during skeleton development, classical mouse genetics in combination with expression profiling and chromatin immunoprecipitation-sequencing (ChIP-Seq) were carried out for* Sox9*,* Sox5*, and* Sox6 *using E13.5 mouse embryos, a stage representing the second stage of chondrocyte differentiation preceding the transition of chondrocytes into hypertrophic chondrocytes [27, 32]. Though the roles of these three proteins have been studied at E13.5 previously with their individual targets [27, 28, 33, 34], there is presently no comprehensive systems biology in vivo gene list established for the Sox trio at this stage. Here we report the identification of direct and indirect targets of the transcriptional Sox trio in vivo, generating an extensive GRN at E13.5, separating cohorts of genes regulated by Sox9 alone or together with Sox5 and/or Sox6. We have also verified* Tgfb2*,* Tle3*, and* Fbxl18* as novel chondrogenic targets regulated by the Sox trio. The modes of action of the Sox trio and the discovery of their additional target genes in this valuable dataset have increased the understanding of the molecular mechanisms behind postmesenchymal condensation processes in chondrogenesis.

## 2. Materials and Methods

### 2.1. Generation of Transgenic Mice

BAC clones, RP24-248D4, RP23-82L9, and RP23-403L18 containing regions of the genome for* Sox9*,* Sox5*, and* Sox6*, respectively, were ordered from BACPAC, Resources Centre, CHORI, Oakland, USA (http://bacpac.chori.org) [35, 36]. BAC modification to create the transgenes was done using the Quick and Easy BAC Modification Kit (Gene Bridges) according to the manufacturer's protocol. The modified BACS were then subcloned to the pBSSK+ (Stratagene) or minimal vector (Gene Bridges) as targeting vectors for homologous recombination in ESC. All vectors used were verified by restriction enzyme mapping and sequencing [37, 38]. Correctly modified ESC lines were microinjected into 2- to 8-cell stage mouse embryos to generate chimeric embryos and chimeric mice that were subsequently used to generate mouse colonies [39]. The* Neo *cassettes in the transgene were removed by crossing with mice expressing Flpe recombinase driven by the* ROSA26* promoter (Stock number 3946, The Jackson Lab) or Cre recombinase driving by the* Zp3* promoter as previously described [40, 41]. All animal procedures were conducted according to IACUC guidelines. Further details can be found in Supplementary Material available online at https://doi.org/10.1155/2017/8932583.

### 2.2. Ethical Statement

All animal procedures were performed according to the Singapore A^*∗*^STAR Biopolis Biological Resource Center (BRC) Institutional Animal Care and Use Committee (IACUC) guidelines which are set by the National Advisory Committee for Laboratory Animal Research (NACLAR) for the ethical treatment of animals. The IACUC protocols employed were reviewed and approved by the aforementioned committee before any animal procedures were undertaken for this study described here (IACUC Protocol numbers 110689 and 110648). The mouse strains used in this study were provided, housed, and maintained in IVC cages by the A^*∗*^STAR Biopolis Biological Resource Center following the aforementioned guidelines for the ethical treatment of animals.

### 2.3. Gene Targeting in ESC

V6.4 and R1 mouse ESC were used for gene targeting. Briefly, they were cultured at 37°C with 5% CO2 on gelatin-coated feeder plates with culture medium made from DMEM (Gibco) supplemented with 15% heat-inactivated ES-grade fetal bovine serum (FBS) (Gibco), 500 U/ml LIF (Chemicon), 0.1 mM *β*-mercaptoethanol (Invitrogen), 4 mM L-glutamine (Invitrogen), 1 mM sodium pyruvate (Invitrogen), and 40 *µ*g/ml gentamicin (Sigma) [42, 43]. 10–15 *µ*g of the linearized vector was used for each electroporation at 125 *µ*F, 0.4 kV into approximately 10 million ESC. Individual G418-resistant ESC colonies were picked after 10 days of selection with 200–400 *µ*g/ml G418 and screened by Southern blot analysis.

### 2.4. Genotyping

Mouse ESC, tail biopsies, and embryonic tissues were digested with Proteinase K (Sigma). Genomic DNA was extracted using phenol-chloroform followed by ethanol precipitation and used for genotyping [44]. All modified ESC and founder mice from the transgenic lines were confirmed with Southern blot analysis. Southern blot analysis was carried out as previously described [40] using 10–20 *μ*g of genomic DNA digested with the indicated restriction enzyme. Routine genotyping was done by PCR [45].

### 2.5. FACS

E13.5 mouse embryos were harvested in ice-cold Leibovitz's L-15 (Gibco). EGFP-expressing embryos were identified using a fluorescent dissection microscope (Leica) and dissected such that all internal organs were removed, leaving the axial and appendicular skeleton intact. Tissue dissociation into single cells was carried out by mechanical pipetting using an enzymatic solution comprising 100 U/ml Collagenase I and Collagenase II (Invitrogen), 50 U/ml DNase I (Invitrogen), and 0.05% Trypsin (Invitrogen) in Leibovitz's L15. The enzymes were stopped by the addition of 20% FBS (Gibco) in Leibovitz's L15. The dissociated cells were filtered through a 100 *μ*M followed by a 40 *μ*M cell strainer. Cells were pelleted down and resuspended in 5% FBS, 4 mM EDTA in Leibovitz's L15 for sorting using a 4-laser FACSAria Cell Sorter (BD Biosciences).

### 2.6. Microarrays

Total RNA was isolated from the sorted cells using the RNeasy Micro Kit (Qiagen). The RNA extracted from all the samples was quantified using Ribogreen (Invitrogen) and their RNA integrity was assessed to ensure the high quality using the Bioanalyzer (Agilent Technologies). For the* Sox9* microarray, 50 ng of total RNA per sample was labeled using the Illumina TotalPrep RNA Amplification Kit (Ambion) and hybridized on the MouseWG-6 v1.1 Expression BeadChip (Illumina). For the* Sox5/Sox6* microarray, 25 ng of total RNA per sample was labeled using the TargetAmp-Nano Labeling Kit for Illumina Expression BeadChips (Epicentre) and hybridized on the MouseWG-6 v2.0 Expression BeadChip (Illumina). Microarray hybridization was carried out according to Illumina's guidelines. The microarray data can be found in GEO under the accession number GSE33173.

### 2.7. Microarray Data Analysis

Raw data was extracted with background subtraction employed using Genome Studio (Illumina). Further analysis was done with Genespring 11 (Agilent). log2 transformation and percentile shift normalization at 75th percentile were performed. Default detection *p* value range as suggested by the software for present, marginal, and absent flags was used. Entities with present and marginal flags were further filtered by the percentile of their expression using the default settings before statistical analysis. Unpaired *t*-test with the Benjamini-Hochberg multiple test correction was performed for the* Sox9* microarray and the* Sox5/6* microarray, respectively. A corrected *p* value cutoff of 0.05 with a minimum fold change of 1.5 was used to find the differentially expressed probes.

### 2.8. Histology

Mouse embryos were fixed overnight at 4°C in 4% paraformaldehyde and processed as previously described [46, 47]. RNA SISH was carried out with 10 *μ*m paraffin-embedded sections as previously described [40, 48]. The following cDNAs were used as templates for synthesizing the antisense probes: 0.5 kb* Col2a1* [46]; 0.7 kb* Matn4* (IMAGE Clone ID: 1366191); 4.7 kb* Hapln1* (IMAGE Clone ID: 30430221); 0.5 kb* 3110079O15Rik* (IMAGE Clone ID: 40104070); 0.6 kb* Sox5* (IMAGE Clone ID: 40047865); and 0.5 kb* Sox9* (Sox9 exon 1 sequence from BAC clone RP24-248D4). Alcian Blue staining was performed as described [46, 47, 49]. Crossing of the* Col2a1-Cre* transgenic line (Stock number 3554, The Jackson Lab) with the conditional* Sox9* knockout line was performed as described [50]. All sections were photographed using Zeiss Axio Imager Z1.

### 2.9. ChIP-Seq and Peak Calling

Tissue from limbs and tails of E13.5 CD1 wildtype embryos were used for Sox6 and Sox9 ChIP. The same tissues were dissected from E13.5 *Sox*5^*HA*/*HA*^ embryos for the Sox5 ChIP. Crosslinking, chromatin isolation, sonication, and immunoprecipitation were carried out as previously described [51]. Preclearing was done with rabbit or goat IgG (sc-2027 and sc-2028, Santa Cruz). Immunoprecipitation was done using an anti-Sox9 antibody (AF3075, R&D Systems), anti-Sox6 antibody (ab30455, Abcam), and anti-HA antibody (AP09230PU-N, Acris). All antibodies employed have been shown to be specific for their specific target protein and not to cross-react with any other protein (e.g., Figure S1). 10–15 ng of purified ChIP DNA from each sample was used to synthesize the sequencing library as instructed by the ChIP-Seq DNA sample Prep Kit (Illumina). The libraries were then subjected to the Solexa sequencing according to Illumina's instruction. Sequence reads produced by the Illumina Genome Analyzer II/IIx that passed the signal purity filtering were mapped to the mouse genome mm9, using the Illumina Genome Analyzer Pipeline. All uniquely mapped reads that are with two or fewer mismatches were retained. Genomic binding sites in the ChIP-Seq datasets were identified using the peak calling algorithm MACS (version 1.4.0 beta) with default settings (band width = 300, model fold = 10, 30, *p* value cutoff = 1.00*e* − 05, and range for calculating regional lambda = 1000 and 10000 bps) [52]. The corresponding control libraries were used for all the peak callings. The datasets can be found at GEO under the accession number GSE33419.

### 2.10. Motif Analysis

Briefly, binding sites within 1 kb upstream and downstream of the transcription start site (TSS) of the gene were considered in the TSS region. Binding sites 1–5 kb upstream of the TSS were considered to be in the promoter region. Intragenic binding sites were defined as being within the gene but out of the TSS and promoter region. Proximal binding sites were binding sites out of the gene but within 5–10 kb upstream of the TSS and 1–10 kb downstream of the TSS. Distal binding sites were defined as 10–100 kb upstream and downstream of the TSS and out of the gene. Other binding sites found more than 100 kb away from the TSS and out of the gene were classified as others. Peaks called by MACS were ranked according to the total tags count as defined in the MACS output file. The top 200 peaks were used for motif analysis and the repeat masked genome sequences +/−50 bp from the summit of these 200 peaks were downloaded from the UCSC genome browser (http://genome.ucsc.edu/). After masking repeats to *N*, we performed de novo motif finding using MEME ver. 4.3.0 with the sequences. MAST was used to scan for the occurrences of the primary de novo motif obtained using all the sequences +/−50 bp of the ChIP-Seq peak summit. The cutoff for motif match in MAST used was the default *p* = 1.0*e* − 4.

### 2.11. Zebrafish Assays

Fish were maintained in the GIS zebrafish facility according to the standard of IACUC guidelines. The stages of embryos were indicated as hpf (hours after fertilization) or dpf (days after fertilization) [53]. Morpholinos were injected into about 200 1-cell stage embryos at a concentration of 1.2 picomolar. To reduce cell death due to off-target effects 1.8 picomolar of p53 Morpholino was coinjected as previously described [54]. Embryos were maintained in a 28°C incubator overnight and dead embryos were removed the next morning before scoring for morphants. Alcian Blue staining was performed on 24 hpf wildtype and morphant embryos and embryos were sectioned in a transverse orientation as previously described [38, 54]. All sections were imaged with the Zeiss Axio Imager.

### 2.12. Luciferase Assay

Using an oligo cloning strategy, the binding site sequences were cloned between the* BamHI* and* XhoI* sites of the pGL4.23 luciferase vector (Promega Corporation, USA). NIH/3T3 or HEK293 cells (5-6 × 10^4^ cells/well) were cultured in DMEM supplemented with 10% FBS and 40 *µ*g/ml of gentamycin sulphate. For the assays conducted for the Sox9 binding sites alone, cells were transfected with 500 ng of luciferase vector containing the binding site, 300 ng of Sox9 expression vector, and 5 ng of Renilla luciferase vector (transfection control) using 6 *μ*l of FuGENE HD transfection reagent (Roche Diagnostic, USA), in 100 *μ*l of OPTI-MEM I medium (Invitrogen, USA). For the assays validating the Sox trio binding sites, 300 ng of luciferase vector containing the binding sites, 200 ng of each of Sox9, Sox5, and Sox6 expression vectors, and 2 ng of Renilla luciferase vector (transfection control) using 6 *µ*l of FuGENE HD transfection reagent (Roche Diagnostic, USA), in 100 *µ*l of OPTI-MEM I medium (Invitrogen, USA), were transfected into cells. The ratios between the different vectors were the same for all transfections except where indicated. The cells were grown for 48 hours and the luminescence was measured using Dual Luciferase Reporter Assay System on a Glomax Multidetection System Luminometer as per manufacturer's instructions (Promega Corporation).

### 2.13. GO Analysis and GRN Construction

GO analysis was carried out using DAVID [55]. The differential genes were ranked based on expression fold change and if the number of genes analyzed exceeded 3000, the 3000 genes with the highest fold change were used for GO analysis. The GO-terms for biological process were filtered using the corrected *p* value < 0.05 adjusted by the Benjamini-Hochberg multiple test correction and ranked according to fold enrichment as determined by DAVID. The Sox trio-mediated GRN was generated using Cytoscape [56].

## 3. Results

### 3.1. In Vivo Identification of the Genes Involved in the Sox Trio-Associated Functions

To isolate the* Sox9-*expressing cells directly from developing mouse embryos for in vivo comparative expression profiling, the endogenous* Sox9* locus was targeted with the* enhanced green fluorescent protein (EGFP)* reporter gene via homologous recombination, generating* Sox9-wildtype (Sox*9^+/+(EGFP)^) and* Sox9-null (Sox*9^−/−(EGFP)^) gene targeted lines (Figures 1(a)–1(c)) for fluorescence-activated cell sorting (FACS). *Sox*9^+/+(EGFP)^ was made with the reporter linked via the foot-and-mouth disease virus 2A peptide (F2A) at the 3′ end of the* Sox9* locus (Figure 1(b)), forming a bicistronic system with a single open reading frame [45, 57]. The *Sox*9^+/+(EGFP)^ mice generated were viable and fertile, indicating that the gene targeted mice are normal given the lethality of the* Sox9* heterozygous mutation. Western blot analysis using E13.5 *Sox*9^+/+(EGFP)^ and E13.5 wildtype embryos verified that the Sox9 and EGFP proteins were expressed individually and Sox9 protein levels in our *Sox*9^+/+(EGFP)^ were similar to that of the wildtype (Figures S1).* Sox9* heterozygotes mice die at birth and thus cannot be intermated to generate* Sox9 *loss-of-function animals. To overcome this problem, *Sox*9^−/−(EGFP)^ embryonic stem cells (ESC) were generated by sequential inactivation of each* Sox9* allele in ESC via gene targeting and used to generate high-percentage chimeras for FACS (Figure 1(c)). Both *Sox*9^+/+(EGFP)^ and *Sox*9^−/−(EGFP)^ embryos showed EGFP expression in the* Sox9*-expressing domains, indicating that the reporter is replicating the* Sox9* expression endogenously.

Likewise, the* Sox5* and* Sox6* loci were tagged with the* EGFP* reporter in mice for FACS. The* EGFP* reporter gene was inserted into the endogenous* Sox5 *loci after the translation start site (Figure 1(d)), disrupting the longer protein isoform of* Sox5* which is the predominant form in chondrocytes [58]. Similarly, the* EGFP* reporter gene was used to inactivate the* Sox6* allele (Figure 1(e)). Viable and fertile lines of heterozygous mice were generated from the targeted *Sox*5^+/−^ and *Sox*6^+/−^ ESC, respectively, and their phenotypes were similar to what was previously described [28]. As* Sox5* and* Sox6* are considered functionally redundant during chondrogenesis [33], the two mouse lines were crossed to generate double homozygous embryos with both* Sox5* and* Sox6 *inactivated (*Sox*5^−/−^*Sox*6^−/−^) for the transcriptome analysis.

*Sox9 *is expressed specifically during embryogenesis in a variety of organs such as the male gonad, heart, nervous system, and kidney [9].* Sox5* and* Sox6 *are expressed in the neurons, oligodendrocytes, and further cell types other than chondrocytes [59, 60]. For enriching skeletal cells expressing the* Sox *trio, the E13.5 embryos had their internal organs removed, leaving the axial and appendicular skeleton intact before dissociation into single cells for FACS. The remaining tissues present expressing the Sox trio would be from the skeletal and central nervous system. It was not possible to dissect out the central nervous system without compromising cell viability; hence the results here represent both chondrogenic and neurogenic cells types. Cells from a wildtype E13.5 embryo were used to set the gating for FACS (Figure S1). Postsort analysis of the collected EGFP-positive fraction from all genotypes routinely showed that the EGFP-expressing cells in the sorted population make up more than 95% as compared to the presorted population with 0.5–3% EGFP-expressing cells, indicating that the* Sox*-expressing cells have been successfully isolated from the nonexpressing cells (Figure S1). Total RNA from the sorted cells was then used for microarray analysis.

5742 genes were found to be differentially expressed between *Sox*9^+/+(EGFP)^ and *Sox*9^−/−(EGFP)^ (Table S1). The loss of Sox9 resulted in the upregulation of 3105 genes and downregulation of 2637 genes. Genes that were upregulated represented the putative genes that are normally repressed by Sox9 and those that are downregulated represented the putative targets activated by Sox9. RNA section in situ hybridization (SISH) was carried out on 25 differentially expressed genes identified, including that of a novel gene,* 3110079O15Rik*, and it was ascertained that their expression domains overlapped with that of* Sox9 *(Table S2). To further validate our* Sox9* microarray results, RNA SISH on some of the targets was performed using *Sox*9^+/+(EGFP)^ embryos and conditional* Sox9* knockout embryos previously described [50]. A reduction in the expression of* Col2a1*, a known Sox9 target, was observed as expected when* Sox9 *was inactivated (Figure S2). Downregulated genes such as* Matn4*,* Hapln1*, and the novel gene,* 3110079O15Rik*, were observed to have reduced expression whereas upregulated genes like* Pax1* showed an increase in expression, confirming the expression profiling results, giving rise to a list of genes associated with the function of* Sox9* at the postmesenchymal condensation stage (Figure S2) and concurrently, indicating that the experimental approach was robust.

Comparative profiling at E13.5 was carried out for the sorted cells from *Sox*5^−/−^*Sox*6^−/−^ embryos, against sorted cells from *Sox*6^+/−^ embryos, which have previously been reported to be of a wildtype phenotype [28]. In the absence of Sox5 and Sox6, a total of 4780 genes were found to be differentially expressed with 1446 genes downregulated and 3334 genes upregulated (Table S1). The fact that* Sox9* was not found to be differentially expressed validates previous findings describing* Sox9* as an upstream regulator of* Sox5* and* Sox6*, unlikely to be regulated by Sox5 and Sox6 [27].

To assess the major biological functions associated with the differentially expressed genes from the microarray analysis, gene ontology (GO) analysis was carried out for the upregulated and downregulated genes using the Database for Annotation, Visualization and Integrated Discovery (DAVID) [61]. The top GO-terms for biological processes that were overrepresented in the downregulated gene sets for both the* Sox9* and the* Sox5/6* microarray were enriched for terms associated with skeletogenesis such as skeleton system morphogenesis and cartilage development (Figures 2(a) and 2(b)). The top GO-terms for the upregulated genes did not show skeletal-related terms (Figure S2), supporting previous observations that the Sox trio acts as chondrogenic activators [1].

### 3.2. Tissue ChIP-Seq Shows Sox9 Acting as a Homodimer and Chondrogenic Activator

The pool of differentially expressed genes from the microarray results consisted of target genes that were regulated directly by Sox9 and other indirect target genes whose expression was altered due to the loss of Sox9 affecting their upstream regulators. To find genes involved in chondrogenesis directly controlled by Sox9, ChIP-Seq with an anti-Sox9 antibody using dissected tissues from limbs and tails of wildtype E13.5 embryos, naturally enriched for the chondrogenic lineage, was performed (Figure 3(a)), with IgG ChIP as background control. 

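For Sox9, the transcription factor that starts cartilage formation, 1 library was made from DNA pulled down with the Sox9 antibody from limbs and tails, and 1 control library from DNA pulled down with goat IgG. In ChIP-Seq, fragments bound by the protein are enriched, so that sequence reads pile up where the protein sat on the chromatin. The Sox9 library contained 16244187 reads and its control 19780034 reads. Reads that share a position and strand were counted once, which left 15109724 reads in the Sox9 library (6.60% duplicates) and 18481736 in the control (6.15% duplicates). The fragment length, estimated from the offset between the strands, was 105 bp in the Sox9 library and 95 bp in the control. There are no replicates, so each test compares 1 library with 1 other library and each interval covers counting error only. The authors kept uniquely mapped reads, called peaks on this pair of libraries, and gave each peak its tags, fold enrichment over the control, p-value and false discovery rate (FDR). The reads of this pair are placed on mouse genome build mm8, whereas the paper names mm9, and the authors transferred the peak list to mm9. All peak positions are therefore given in mm9 from the authors' list, and the Sox9 reads were analysed only within mm8. Genes were taken from the GENCODE vM1 annotation of NCBIM37, which is the same assembly as mm9.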

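The strongest Sox9 peak lay in an intron of Sft2d1 on chromosome 17, from 8564959 to 8566271, with 316 tags and a fold enrichment of 165. The next was in the intergenic region downstream of Cbln1, the gene of a secreted synaptic protein, on chromosome 8 from 89873302 to 89874247, with a fold enrichment of 148. A peak in the untranslated region of Efnb2, which encodes a ligand of Eph receptors, reached 104 (chromosome 8, 8619188 to 8620177). Peaks near Krr1 and Plce1 both reached 101, and one upstream of Rab11fip4 reached 97.0. Over the whole list the median fold enrichment was 10.3, the median peak held 28 tags, and the highest FDR was 3.27%. When the reads themselves were tested in 200 bp windows (Poisson test against the local control, p under 1e-05), 4552 regions were called in the Sox9 library. The same procedure with the libraries swapped gave 382 regions in the control. On simulated libraries it recovered 96.4% of sites with a 10-fold enrichment and 23.2% of those with a 5-fold enrichment. Swapping the simulated libraries gave 0 regions, against 382 for the Sox9 pair. Their background is thus simpler than the real one, and these shares need not hold for the Sox9 library.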

Using the model-based analysis for ChIP-Seq (MACS) [52] algorithm, 3260 peaks were identified. ChIP-quantitative PCR validation on randomly selected peaks identified from the analyzed ChIP-Seq results showed good correlation between the two datasets, indicating that the peaks called were specific (Figure S3; Table S3). To investigate the function of the binding sites, the peaks were annotated based on their positional information relative to the nearest gene (Figure 3(b)). The breakdown of the distribution of binding sites showed 77% within 100 kb of the transcription start site of a gene or within the gene itself with the majority present in distal and intragenic regions.

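Sox9 peaks lay inside genes more often than the same peaks moved along their chromosomes. Of the 3256 peaks on assembled chromosomes, 1559 (47.9%, Wilson 95% interval 46.2 to 49.6) had their summit within a gene but outside its TSS and promoter region, and 837 (25.7%, 24.2 to 27.2) were distal. An intron of Chst11, a chondroitin sulfotransferase, held a peak on chromosome 10 from 82593052 to 82594073 with a fold enrichment of 42.8. Introns of Wwp2, a ubiquitin ligase gene that hosts a cartilage microRNA (chromosome 8, 110067904 to 110069168), and of Col9a3, a collagen IX chain (chromosome 2, 180335082 to 180335945), held peaks with fold enrichments of 25.5 and 23.0. The TSS region accounted for 205 peaks (6.30%, 5.51 to 7.18), the promoter for 142 (4.36%) and the proximal class for 150 (4.61%). The remaining 363 peaks (11.1%, 10.1 to 12.3) were outside genes and more than 100 kb from any TSS. After the peaks were moved along their chromosomes, 37.6% fell inside genes, 2.56% in a TSS region, 4.55% in a promoter, 29.2% in the distal class and 20.4% in the last class (mean of 3 shifts), so distal peaks were fewer than in the moved sets. With protein-coding genes alone, the last class rose to 19.7% of peaks.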

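Sox9 peaks stood at genes that build the cartilage matrix. Col2a1 encodes the main fibrillar collagen of cartilage, and 3 peaks lay in the intergenic region upstream of it on chromosome 15, between 97856814 and 97861914. The highest of these, from 97857615 to 97858587, had 41 tags and a fold enrichment of 14.5, and the lowest had a fold enrichment of 7.27 at an FDR of 3.24%. In Col9a1, a collagen IX chain, all 3 peaks were intronic, and the highest was on chromosome 1 from 24202475 to 24203560 with 54 tags and a fold enrichment of 18.8. Matn4 encodes a matrilin of the cartilage matrix. Its peak (chromosome 2, 164211440 to 164212343, 71 tags) lay downstream of the gene in an intron of its neighbour Slpi. The peak of Mia1, which encodes a protein secreted by chondrocytes, spanned the TSS on chromosome 7 from 27965865 to 27966953 with 60 tags and a fold enrichment of 17.8. Acan encodes the core protein of the proteoglycan aggrecan and had 3 peaks on chromosome 7 between 86134927 and 86225745, with fold enrichments from 9.98 to 11.6. Papss2, which supplies activated sulfate for proteoglycans, had 4 peaks upstream on chromosome 19. The strongest of them, from 32680440 to 32681444, had 68 tags and a fold enrichment of 29.7. Hapln1, the link protein of aggrecan, had 3 upstream peaks, the closest on chromosome 13 from 89660590 to 89661426 with 27 tags.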

The Sox9 tissue ChIP-Seq identified peaks at previously characterized chondrocyte-specific enhancers in vitro such as* Col2a1* and* Col9a1 *[62, 63]. Luciferase assays were carried out on some of the identified Sox9 binding sites in or nearest to the putative target genes like* Matn4*,* Mia1*,* Hapln1*,* Acan*,* Papss2*,* Sox5*, and* Sox6*, validating the transactivation function of the binding sites (Figure S4; Table S3).

To study the in vivo Sox9 binding sequence, de novo motif finding was performed using Multiple EM for Motif Elicitation (MEME) [64] with the top 200 Sox9 peaks with the highest tags count as defined by MACS. 

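The Sox consensus (A/T)(A/T)CAA(A/T)G stood within 50 bp of the summit at 1296 of the Sox9 peaks (39.8%, Wilson 95% interval 38.1 to 41.5). Windows 1 kb to either side of the same summits contained it in 13.4% of cases (2-sided Fisher's exact test over peaks, odds ratio 4.27, p = 2.31e-183). Among the 200 peaks with the most tags the share was 46.0% (39.2 to 52.9). Several of the strongest peaks contained a pair of inverted Sox cores. The peak downstream of Cbln1 contained ACAAAGGAGGCATTGT, the Efnb2 peak contained ACAATGGCCCCTTTGT, and an intronic peak of Lrrk1 (chromosome 7, 73375501 to 73376399, fold enrichment 76.9) contained ACAAAGGGGTCTTTGT, each with 4 bp between the cores. Foxp1, which encodes a forkhead transcription factor, had a pair with the same spacing in an intronic peak on chromosome 6 from 98922123 to 98923190, with 111 tags and a fold enrichment of 45.7. In Acvr1, a BMP type I receptor, an intronic peak on chromosome 2 from 58357752 to 58358641 (fold enrichment 34.5) contained a pair separated by 5 bp. The peak in the Sft2d1 intron contained a single consensus, and those near Plce1 and in Bcl7a contained none within the window.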

The primary motif identified confirmed in vivo that Sox9 functions as a homodimer with the consensus Sox motifs in opposing orientation (Figure 3(c)) as reported in in vitro studies previously [65]. Motif Alignment and Search Tool (MAST), part of the MEME suite, was then used to scan for the primary motif identified in all the Sox9 binding sites. 

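Inverted pairs of the core ACAA(A/T)G were counted within 50 bp of each Sox9 summit for every spacing from 0 to 19 bp. A pair separated by 4 bp was present at 178 summits, one separated by 5 bp at 78 and one separated by 3 bp at 39, whereas the windows 1 kb away on both sides together gave 0, 0 and 1. No other spacing was found at more than 4 summits. Taken over the spacings from 3 to 5 bp, 294 peaks (9.03%) had such a pair, among them the peak upstream of Rab11fip4 and the Acvr1 peak at 5 bp and the Cbln1, Efnb2, Lrrk1 and Foxp1 peaks at 4 bp. When 1 mismatch was allowed in one of the cores, the counts were 166, 647 and 276 at 3, 4 and 5 bp, and 1075 peaks (33.0%) had a pair in this range. The flanks then gave 4.5, 4.5 and 7 windows, as the mean of both sides.

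**Figure D1:**
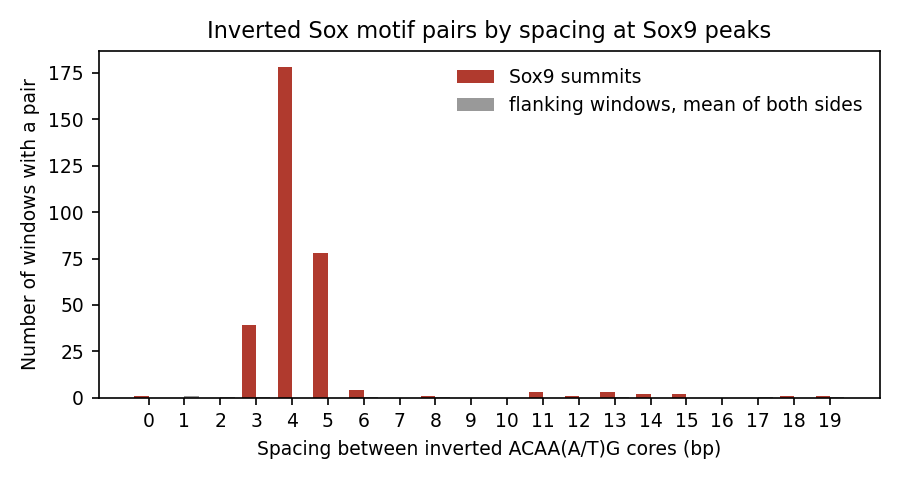
Number of windows of 50 bp to either side that contain an inverted pair of the core ACAA(A/T)G (vertical axis) by the number of base pairs between the cores (horizontal axis), at Sox9 summits (red) and in windows 1 kb away (grey, mean of both sides). The bars at Sox9 summits stand at 39, 178 and 78 for 3, 4 and 5 bp, and the flanking windows are near 0 at every spacing.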

About 37% (1197 out of 3260) of the Sox9 binding sites were found to have the Sox9 primary homodimer motif with the most common spacer number of four base pairs found between them (Figure S3). The spacing requirement for Sox9 binding has been reported in in vitro experiments previously [65] and it has also been shown that certain patients with campomelic dysplasia possess a mutant Sox9 incapable of homodimerization [66]. Our study supports recent findings on genomewide surveys of the homodimer motifs and spacing in vivo [7, 8, 67, 68] reviewed in [69, 70]. Interestingly, in the study by Ohba et al. [7] they suggest that the Sox9 protein can have two different mechanisms of action, one where it interacts directly with the TSS and a second one where it binds as a homodimer to its DNA recognition motifs [7] reviewed in [69, 70].

### 3.3. Regulation of* Sox5* and* Sox6* Expression by the Sox Trio

*Sox5* and* Sox6 *are known to act downstream of* Sox9 *during chondrogenesis. Together, these three transcription factors are thought of as the chondrogenic master regulators [24, 33, 71] and Sox9 binding sites were previously found at the* Sox5 *locus in a ChIP-on-chip experiment using rat chondrosarcoma cells [72]. None have been reported for* Sox6* so far. 

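Sox9 had peaks in introns of the genes that encode its partner transcription factors Sox5 and Sox6. Sox5 lies on chromosome 6 from 143776945 to 144730497 on the minus strand, and 11 Sox9 peaks were paired with it, 10 of them inside the gene and all of these intronic. The peaks from 143987394 to 143988485 and from 143929287 to 143930028 each held 77 tags, at fold enrichments of 40.0 and 38.8. The peak with the most tags, 115, was the one from 144004771 to 144006209 (fold enrichment 29.5). Sox6 lies on chromosome 7 from 122614858 to 123182258, also on the minus strand, and all 7 of its Sox9 peaks were inside the gene. The strongest was an intronic peak from 122767916 to 122769303 with 104 tags, followed by one from 122758783 to 122760065 with 67 tags. The one with the lowest fold enrichment, 6.06, was in an untranslated region from 122617578 to 122618214. A Sox consensus was present within 50 bp of the summit in the intron of Sox5 at 143987394 and in the Sox6 intron from 123009173 to 123010050.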

In this study, multiple Sox9 binding sites in vivo were found in both* Sox5* and* Sox6 *loci (Figure S3).* Sox5* and* Sox6 *were both downregulated in the microarray by 5.6-fold and 2.5-fold average, respectively, when* Sox9* was inactivated. Taken together, this confirms that Sox9 activates* Sox5* and* Sox6 *expression, confirming them as direct Sox9 targets at E13.5.

A previous in vitro study showed that the DNA binding of Sox5 and Sox6 was not restricted to their consensus Sox motifs but instead they can bind to variable motifs on cartilage-specific enhancers on genes such as* Acan *[29], suggesting that in silico approaches are not the ideal way to find the binding sites. Thus, to determine the in vivo binding profile, tissue ChIP-Seq was done for Sox5 and Sox6 using E13.5 mouse embryos. 

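The Sox5 library was made with the HA antibody from limbs and tails of embryos that carry the HA tag on Sox5, and contained 15825501 reads. Its control, from wildtype limbs and tails, contained 16828505 reads. The paper describes this control as made with the HA antibody, whereas the sample labels name rabbit IgG. The Sox6 library contained 20384182 reads and its rabbit IgG control 15912654. Counting each position and strand once left 14878864 reads for Sox5 (5.43% duplicates), 15665412 for its control (6.40%), 18958414 for Sox6 (6.47%) and 14957244 for its control (5.48%). Each factor again has 1 library and 1 control and no replicate. The reads and the peak lists of both factors are in mm9, so reads were counted directly within the authors' peaks and scaled to depth. The authors called these peaks from the same reads, so the ratio of ChIP to control in a peak of the same factor describes a place chosen for it and leans upward, and it is given without a test or interval. The deposited Sox5 peaks took up 0.144% of the Sox5 reads and 0.0560% of the reads of its control. For Sox6 peaks these shares were 0.0455% and 0.0121%.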

Sox5 ChIP-Seq was carried out using limbs and tails from E13.5 embryos of *Sox*5^*HA*/*HA*^ mice previously described [40]. In these *Sox*5^*HA*/*HA*^ mice, only the longer isoform of Sox5, relevant in chondrogenesis, was tagged with* haemagglutinin* (HA). To demonstrate that the HA-tag was not interfering with the Sox5 protein function, the *Sox*5^*HA*/*HA*^ mice were crossed to the *Sox*5^+/−^ gene targeted line to generate *Sox*5^*HA*/−^ mice, which were indistinguishable from wildtype mice. E13.5 wildtype limbs and tails immunoprecipitated with HA antibody were used as a negative control. To determine the Sox6 binding sites, anti-Sox6 antibody was used to immunoprecipitate limbs and tails of E13.5 wildtype embryos with the IgG ChIP serving as a negative control.

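The same places led the Sox5 and Sox6 lists. Both had their top peaks in introns of Sox5 and Notch4, and both had a strong peak just upstream of Fbxl19, an F-box gene, on chromosome 7 from 134888464 to 134889791 for Sox5 (124 tags, fold enrichment 28.1) and from 134888474 to 134889960 for Sox6 (146 tags, fold enrichment 22.7). A peak downstream of Snx11, a sorting nexin gene, had 40 tags for Sox5 and 68 for Sox6 on chromosome 11, starting at 96621142 and 96621159. A Sox6 peak in an intron of Odz2, a teneurin gene of neural development, had 99 tags and a fold enrichment of 27.2 (chromosome 11, 36023116 to 36024237), and overlapped a Sox5 peak. A Sox5 peak of 56 tags in an intron of Kcnq1, a potassium channel gene (chromosome 7, 150566146 to 150567102), overlapped a Sox6 peak. Most peaks were weaker, with a median fold enrichment of 7.10 and 21 tags for Sox5 and of 7.03 and 27 tags for Sox6. The median FDR was 13.4% for Sox5 and 8.05% for Sox6, and 1 Sox5 peak and 45 Sox6 peaks had an FDR of 5% or less. For Sox5 the FDR was higher at the stronger peaks, with a median of 26.1% over the 66 peaks with a MACS p of 1e-10 or less and of 13.1% over the other 566. Windows tested on the reads gave 930 regions for Sox5 and 769 for Sox6, with 146 and 473 when the libraries were swapped, and overlapped 349 (55.2%) and 228 (76.3%) of the authors' peaks.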

A total of 632 and 299 peaks were identified for Sox5 and Sox6, respectively, by the MACS analysis. Motif analysis for the Sox5 and Sox6 ChIP-Seq dataset showed that the consensus Sox motif 5′-(A/T)(A/T)CAA(A/T)G-3′ [73] was enriched (Figures 3(d) and 3(e)), highlighting the robustness of the in vivo ChIP-Seq. 

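The consensus was found more often at Sox6 than at Sox5 peaks. It stood within 50 bp of the summit at 104 of 297 Sox6 peaks (35.0%, Wilson 95% interval 29.8 to 40.6), against 13.0% of windows 1 kb away (2-sided Fisher's exact test over peaks, p = 7.22e-14). At Sox5 peaks it was found in 114 of 629 (18.1%, 15.3 to 21.3), against 13.3% (exact p = 0.00605). Among the strongest, the Snx11 and Odz2 peaks contained AACAATG, the peak upstream of Etv6, an ETS factor gene, contained AACAAAG, and the Kcnq1 intron contained the inverted pair ACAATGGGGCATTGT. The peaks at the start of Chchd3 contained none. The 92 Sox5 peaks that overlapped a Sox6 peak had the consensus in 47.8% of cases (37.9 to 57.9, exact p = 8.69e-10), and the 537 others in 13.0% (10.4 to 16.1), with 13.3% in their flanks (p = 0.938). Sox6 peaks had it in 51.1% of cases where they overlapped a Sox5 peak and in 27.8% where they did not (exact p = 6.45e-06 for the latter against their flanks). Within 100 bp of the summit the Sox5 share was 26.9% against 23.7% in the flanks (exact p = 0.141). Among the 200 Sox5 peaks with the most tags, the share within 50 bp was 24.5% against 14.0% in the flanks (exact p = 0.00200). The split by overlap was made after the shares over all peaks were known.

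**Figure D2:**
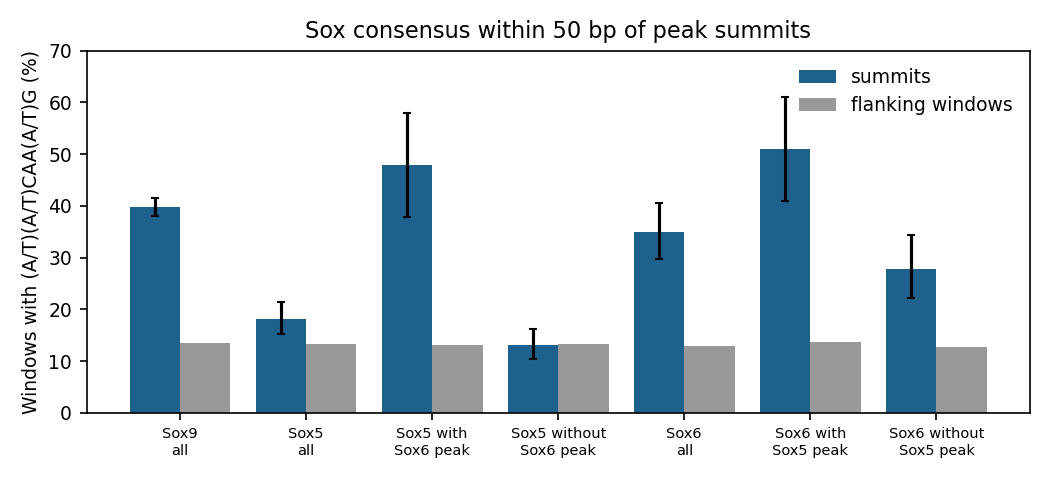
Percent of windows within 50 bp of the summit that contain the Sox consensus (blue, with Wilson 95% intervals) and of windows 1 kb away (grey), for Sox9, Sox5 and Sox6 peaks and for Sox5 and Sox6 peaks with and without a peak of the other factor. Sox5 peaks without a Sox6 peak stand at 13.0%, level with their flanks, and those with a Sox6 peak at 47.8%.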

The peaks were then annotated with respect to the nearest genes and classified as described for the Sox9 ChIP library (Figures 3(f) and 3(g)). 

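At the TSS lay 116 of the 629 Sox5 peaks (18.4%, Wilson 95% interval 15.6 to 21.7) and 33 of the 297 Sox6 peaks (11.1%, 8.02 to 15.2). Both factors had a peak at the start of Chchd3, a gene of the mitochondrial inner membrane, on chromosome 6 from 33009925 to 33010920 for Sox5 (39 tags, fold enrichment 18.7) and from 33009929 to 33010791 for Sox6 (53 tags, fold enrichment 18.5). Both also had one in an untranslated region of Fbxl12, an F-box gene, close to the start of its neighbour Ubl5 on chromosome 9, with 51 tags for Sox5 (20447025 to 20448222) and 73 for Sox6 (20447074 to 20448250). Etv6 had a Sox6 peak at its TSS on chromosome 6 from 133984830 to 133985839 (52 tags, fold enrichment 19.2). The odds of a TSS place relative to Sox9 peaks were 3.37 times as high for Sox5 (adjusted exact p = 1.19e-18) and 1.86 times as high for Sox6 (adjusted p = 0.0147). The promoter took 23 Sox5 peaks (3.66%, 2.45 to 5.43) and 10 Sox6 peaks (3.37%, 1.84 to 6.09), with odds ratios to Sox9 of 0.832 and 0.764 (adjusted exact p = 0.704 for both). These are 2-sided Fisher's exact tests over peaks, which are not replicates, adjusted by Benjamini-Hochberg over the 18 comparisons of classes and factors. After the peaks were moved along their chromosomes, the TSS share was 2.91% for Sox5 and 2.36% for Sox6.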

The distribution of the binding sites found in the TSS and the promoter region of the gene for the Sox5 and Sox6 ChIP library was similar to those of the Sox9 ChIP library. It was observed that most of the Sox5 and Sox6 binding sites were not found in the proximity of the genes unlike what was seen for the Sox9 binding sites. In particular, multiple Sox5 and Sox6 binding sites were found in their loci (Figure S3), suggesting that there is a self-regulatory feedback mechanism in addition to the Sox9 regulation. 

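By the annotation, 242 Sox5 peaks (38.5%, Wilson 95% interval 34.8 to 42.3) and 116 Sox6 peaks (39.1%, 33.7 to 44.7) were intragenic, and 161 (25.6%) and 85 (28.6%) were distal. An intron of Wwp2 held a Sox5 peak on chromosome 8 from 109981799 to 109982684 (25 tags) and a Sox6 peak from 109981702 to 109982652 (33 tags). Runx3, a transcription factor of chondrocyte maturation, had an intronic Sox5 peak on chromosome 4 from 134722115 to 134722939 (29 tags). The proximal class held 39 Sox5 peaks (6.20%) and 13 Sox6 peaks (4.38%). Outside genes and more than 100 kb from any TSS were 48 Sox5 peaks (7.63%, 5.80 to 9.97) and 40 Sox6 peaks (13.47%, 10.0 to 17.8). One of these was a Sox6 peak on chromosome 6 from 140920274 to 140921771 with 159 tags, 243094 bp from the start of Gm11077, the nearest coding gene. Compared with Sox9 peaks, the odds of being intragenic were 0.681 for Sox5 (adjusted exact p = 1.35e-04) and 0.698 for Sox6 (adjusted p = 0.0147). The odds of the last class were 0.658 for Sox5 (adjusted p = 0.0222) and 1.24 for Sox6 (adjusted p = 0.471), by Fisher's exact test over peaks. Moved along their chromosomes, 38.3% of Sox5 and 39.5% of Sox6 peaks were intragenic, close to the observed shares, and 20.8% and 20.3% were in the last class, more than observed. With protein-coding genes alone the last class held 14.0% of Sox5 and 21.9% of Sox6 peaks.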

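Sox5 and Sox6 both sat in introns of the Sox5 gene, where 6 Sox5 peaks and 4 Sox6 peaks lay inside the gene. The strongest site was intronic by the annotation, with its Sox5 summit 571836 bp from the TSS of Sox5. The paper's Table S5, however, lists Sox9, Sox5 and Sox6 peaks 602, 584 and 578 bp from Sox5. These distances are spaced as the summits of the strongest site are, so the gene model of that table may start close to it. At this site the Sox5 peak from 144158094 to 144159559 on chromosome 6 had 71 Sox5 reads against 13 in the control, a ratio of 5.75 after scaling. The Sox6 peak from 144157666 to 144159186 had 107 reads against 7, a ratio of 12.1, and was the Sox6 peak with the highest fold enrichment, 35.6. A second shared intronic site had a Sox5 ratio of 9.48 from 144212833 to 144213543 and a Sox6 ratio of 5.26 from 144212938 to 144213852. In the Sox6 gene, 1 Sox5 peak and 2 Sox6 peaks were found. An intronic site on chromosome 7 carried both, with 33 Sox5 reads against 7 from 122758934 to 122759784 (ratio 4.96) and 22 Sox6 reads against 0 from 122759069 to 122759779. The other Sox6 peak overlapped a coding exon from 122723901 to 122724439, with 20 reads against 3. The authors' FDR of the Sox5 peaks at Sox5 ranged from 11.4% to 100%. From these sites in their own genes, the paper proposes that Sox5 and Sox6 feed back on their own expression besides being regulated by Sox9.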

Complementary although not identical results to those described here have previously been described [67] and reviewed in [69, 70].

### 3.4. Genes That Are Directly Regulated by the Sox Trio

To find genes that are regulated by Sox9, Sox5, and Sox6, the differentially expressed genes from the* Sox9* microarray were overlapped with the Sox9 ChIP-Seq library and the differentially expressed genes from the* Sox5/6* microarray were overlapped with the Sox5 and Sox6 ChIP-Seq data. 490 genes, 113 genes, and 52 genes were found to be controlled by Sox9, Sox5, and Sox6, respectively (Table S4).

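Among the genes that joined a Sox9 peak to a change in the Sox9 microarray were Mia1, Prelp and Col9a1, all lower without Sox9 by 12.4, 11.8 and 12.2 times in the paper's Table S1 (means over probes). With a Sox6 peak and a change in the Sox5/6 microarray there were Col9a1 and Papss2, lower by 6.73 and 1.87 times in the same table. When each peak was paired with the coding gene that contains it and with the nearest coding gene, 695 genes of the Sox9 microarray had a Sox9 peak, and 167 and 92 genes of the Sox5/6 microarray had a Sox5 and a Sox6 peak. This way of pairing and 3 others were chosen after the numbers in the paper were known. The nearest coding gene at any distance gave 617, 148 and 82 genes for Sox9, Sox5 and Sox6. The nearest coding gene, if it contained the peak or lay within 100 kb, gave 526, 121 and 62, and the containing gene together with the nearest one within 100 kb gave 605, 140 and 73. The first pairing included 446 of the 494 Sox9 genes and 49 of the 52 Sox6 genes in the paper's Table S4.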

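Genes with a Sox9 peak were more often lower than higher without Sox9. By the annotation, 432 of them were lower and 263 higher, that is 62.2% lower (Wilson 95% interval 58.5 to 65.7). Of all genes in the Sox9 part of the paper's Table S1, 46.0% were lower. Against the genes of that part without such a peak, the odds ratio was 2.11 (2-sided Fisher's exact test over genes, p = 7.03e-20). Hapln1 was lower by 6.74 times and Acan by 4.97 times (the paper's Table S1, means over probes). Tle3, a Groucho corepressor, and Sox11 were higher, by 1.86 and 2.40 times in the same table. In the pairing of the paper's Table S5, which takes genes on both sides of a peak, 620 of the genes with a Sox9 peak were lower and 353 higher (63.7% lower, 60.7 to 66.7). Among those with a peak within 100 kb the share was 66.1%. Genes are not replicates, and the direction of each comes from the paper's microarray.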

More than two-thirds of the 490 genes with Sox9 binding sites were downregulated when* Sox9* was inactivated, reiterating that Sox9 is more of an activator for gene expression rather than a repressor during this stage [27, 74]. To assess the direct targets of Sox9 in relation to their biological relevance, GO analysis was used. The upregulated genes when Sox9 was inactivated did not have any GO-terms with a *p* value < 0.05. The downregulated genes, however, were clearly enriched for skeletal-related genes with the GO-term skeletal system development and cartilage development topping the list (Figure 4(a)), indicating that Sox9 activates skeletal genes in vivo and that the dataset generated was robust and specific.

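Sox9 peaks gathered at cartilage genes. Of 27 genes of the cartilage matrix and its assembly, 20 had a Sox9 peak, where 3.67 would be expected from 10000 random lists matched on the length of the gene's surroundings (adjusted permutation p = 9e-04, from the smallest p that these lists allow). They include Col11a1, a minor fibrillar collagen, Comp, Matn3, Lect1, which encodes chondromodulin, and Fgfr3, a receptor that restrains growth of the cartilage. Of 23 chondrogenic transcription factors and signals, 16 had one (6.43 expected, adjusted permutation p = 9e-04), among them Trps1, Ihh, Nog, Gli3 and Foxp2, whose peak just upstream of the gene had a fold enrichment of 45.4 (chromosome 6, 14847702 to 14848839). Of 17 TGF-beta and BMP ligands and receptors, 8 had one (adjusted permutation p = 0.132), with an intronic peak of 75 tags at Bmp5 (chromosome 9, 75629201 to 75629992). The list of hypertrophic chondrocyte and osteoblast genes had 2 of 12 (Runx2 and Spp1, adjusted permutation p = 0.683), that of limb and tail patterning 3 of 18 (Tbx4, Tbx5 and Meis1, adjusted p = 0.848), that of skeletal muscle 2 of 11 (Actc1 and Pax3, adjusted p = 0.828) and that of blood and macrophages 1 of 11 (Runx1, adjusted p = 0.848). A list of 16 nervous system genes did pass, with 9 that had a Sox9 peak (3.06 expected, adjusted permutation p = 0.0027). The Tbx4 peak was among the strong ones, with 107 tags and a fold enrichment of 59.4 on chromosome 11 from 85730183 to 85731212. All these p-values were adjusted over 27 tests of 9 lists and 3 factors. The lists of matrix genes and of transcription factors include genes that the paper names because Sox9 binds at them. Without those genes, in a test added after the data were seen, 12 of 18 matrix genes (2.38 expected, permutation p = 1e-04, the smallest possible) and 13 of 20 transcription factors and signals (5.31 expected, permutation p = 4e-04) had a Sox9 peak. From the ontology terms of the bound genes that fell without Sox9, the paper concludes that Sox9 activates skeletal genes in vivo.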

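Among the genes of the Sox5/6 microarray paired with a Sox5 peak by the annotation, 111 were higher in the mutant and 55 lower (33.1% lower, Wilson 95% interval 26.4 to 40.6), and with a Sox6 peak 58 were higher and 33 lower (36.3% lower, 27.1 to 46.5). Over the whole Sox5/6 part of the paper's Table S1, 30.0% of the genes found in the annotation were lower. Neither share differed from it in a 2-sided Fisher's exact test over genes (odds ratio 1.16 and p = 0.389 for Sox5, 1.34 and p = 0.204 for Sox6). Notch4 was higher without Sox5 and Sox6, and Sox11, Tle3 and Bach2 were lower, by 2.05, 2.49, 1.61 and 3.96 times in that table. With the genes on both sides of each peak, as in the paper's Table S5, 33.3% of the Sox5 genes (p = 0.291) and 36.8% of the Sox6 genes (p = 0.115) were lower. Of the probes of these Sox6 genes, 40.4% were lower (exact p = 0.00446), but probes of 1 gene are not independent.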

More genes were found to be upregulated rather than downregulated by Sox5 and Sox6 during the overlap, opposing the trend observed for* Sox9*. The downregulated genes during Sox5 inactivation with Sox5 binding sites were overrepresented by GO-terms for transcription and cartilage development (Figure 4(b)), showing that Sox5 activates cartilage genes. Similarly, genes shown to be activated by Sox6 were enriched for cartilage development and skeletal system development (Figure 4(c)). 

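Sox6 peaks were enriched at cartilage matrix genes. Of the 27 matrix genes, 5 had a Sox6 peak (Col9a1, Lect1, Papss2, Ucma and Wwp2), where 0.426 would be expected from random lists (adjusted permutation p = 9e-04), and 3 had a Sox5 peak (Matn1, Chst11 and Wwp2, 0.902 expected, adjusted p = 0.135). Col9a1 and Papss2 are among the genes that the paper names with a binding site. Without those genes, 3 of 18 had a Sox6 peak (permutation p = 0.0024) and 3 a Sox5 peak (p = 0.02). Neither p was adjusted, and both tests were added after the data were seen. The 3 with a Sox5 peak still include Matn1, which the Introduction of the paper names as activated by the trio. The Sox5 test is therefore not free of genes that the paper names. No test of the difference between Sox5 and Sox6 at these genes was run. The Sox6 peak of Lect1, upstream of the gene on chromosome 14 from 80077601 to 80078490, had 33 tags and a fold enrichment of 8.44. The Col9a1 peak was intronic on chromosome 1 from 24202807 to 24203517, with 24 Sox6 reads against 4 in the control (ratio 4.73). Upstream of Papss2 on chromosome 19, the peak from 32676257 to 32676747 had 21 reads against 2 (ratio 8.28). The Sox5 peak in a Chst11 intron (chromosome 10, 82505246 to 82505840) had 19 tags. Among the 23 chondrogenic transcription factors and signals, Sox5, Sox6, Sox9, Runx3 and Bmpr1b had a Sox5 peak (adjusted permutation p = 0.0564), and Sox5, Sox6 and Sox9 a Sox6 peak (adjusted p = 0.135). Of the 20 that the paper does not name with a binding site, 2 had a Sox5 peak and 0 a Sox6 peak. None of the hypertrophic or skeletal muscle genes had a peak of either factor. Tbx5 in the limb and tail list had a Sox6 peak (adjusted permutation p = 0.566), and Runx1 in the blood list a Sox5 peak (adjusted p = 0.438).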

Despite the larger number of upregulated genes for both Sox5 and Sox6, which overlap, none of the GO-terms has a significant adjusted *p* value < 0.05.

### 3.5. *Fbxl18*,* Tgfb2*, and* Tle3* Are Targets of the Sox Trio

As observed earlier, a large portion of the Sox5 and Sox6 binding sites was present more than 100 kb away from the TSS or outside the gene. To understand the biological relevance of these binding sites, another approach was taken in which differentially expressed genes on both sides of the Sox5, Sox6, and Sox9 binding sites were considered (Table S5). Previously, only the nearest gene next to the binding site was used for analysis. 21 genes were found to be differentially expressed in both sets of microarray with binding sites for all three of the Sox proteins. These included targets like* Sox5* and* Sox6* themselves,* Tgfb2*,* Tle3*, and* Fbxl18* (Figure S3, Figure 5). 

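Taking the genes listed in Table S5 for each factor, 18 had a peak of Sox9, Sox5 and Sox6 and a change in a microarray. They were Aebp2, Bach2, Ednra, Ggta1, Hs1bp3, Notch4, Odz2, Pde3a, Ptprm, Rad51c, Rasl11b, Rhob, Sox11, Sox5, Sox6, Tgfb2, Tle3 and Tpcn2. Ednra encodes an endothelin receptor needed for the facial skeleton and Rhob a small GTPase. By the paper's Table S1, 4 of them were lower in both mutants (Bach2, Rad51c, Sox5 and Sox6), 4 were higher in both (Ednra, Ggta1, Notch4 and Tpcn2), and 10 moved in opposite directions, had probes that differed, or were found in 1 of the tables. In 11 of them a Sox9 peak overlapped both a Sox5 and a Sox6 peak, with 5 such places for Sox5. By the distances in that table, 8 genes had all 3 factors within 100 kb. With peaks of an FDR of 5% or less, 1 gene had all 3 factors, Notch4, when the peak of an entry was taken by its distance. The tables were read from the text of the supplement, in which some symbols are not legible, so a gene can be missing from this count. Fbxl18, which the paper names among its targets of all the factors, was found in the Sox5 and Sox6 parts of the table but not in the Sox9 part as read here, although a place where peaks of all the factors overlap lies within 100 kb of it.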

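Tle3 encodes a Groucho corepressor and lies on chromosome 9 from 61220190 to 61266297. It had 8 Sox9 peaks, the strongest in an exon from 61252730 to 61253854 with 84 tags and a fold enrichment of 30.5, and another spanning the TSS from 61219577 to 61220298 with 42 tags. The site that all the Sox proteins shared was intergenic, 246179 bp from the TSS, with a Sox9 peak from 61465844 to 61466906 and the consensus CATTGTT at each summit. Sox5 had 32 reads against 15 there (ratio 2.25) and Sox6 had 29 against 6 (ratio 3.81). Fbxl18 encodes an F-box protein of ubiquitin ligases and lies on chromosome 5 from 143628625 to 143657100. In the paper's Table S1 it was higher without Sox9, by 1.78 times, and lower without Sox5 and Sox6, by 1.58 times. The rise without Sox9 is opposite to the activation of the Fbxl18 element by the trio in the paper's luciferase assay. No peak was inside Fbxl18. The shared site was 77638 bp downstream of its start at the TSS of the neighbouring gene Tnrc18, where Sox9 (143579131 to 143579716, 21 tags), Sox5 (143579052 to 143579763, 22 reads against 6, ratio 3.86) and Sox6 (143578990 to 143580001, 50 reads against 12, ratio 3.29) overlapped. A Sox9 peak in an intron of Tnrc18, from 143575180 to 143575938, contained the inverted pair ACAAAGGCCCTTTGT with 3 bp between the cores.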

To confirm the transcriptional activity of the binding sites found for the Sox trio near some of these targets, luciferase assay was carried out for the Sox trio-bound enhancers of* Fbxl18*,* Rad51c*,* Sox11*,* Sox5*,* Sox6*,* Tgfb2*, and* Tle3*. Luciferase reporters were constructed with the element bearing the binding sites for the three Sox proteins of each of the target genes upstream of a minimal promoter (Table S3). The results showed that the DNA elements bound by all three Sox proteins were activated in the presence of the Sox trio, validating the functionality of the identified binding sites (Figure S5).

The different Sox proteins were then further tested for their individual contribution in the transcriptional activation of the Sox trio-bound regulatory regions found near the genes* Fbxl18*,* Rad51c*,* Tgfb2*, and* Tle3 *(Figures 5(a) and 5(b)). These four genes were shortlisted as little has been reported about their role in chondrogenesis. It was observed from the luciferase assay that the absence of Sox9 alone caused the biggest drop in the reporter activity of all the Sox-bound enhancers whereas the loss of Sox5 and/or Sox6 resulted in a smaller loss of activity. The results indicated and supported the hypothesis that Sox9 is the main activator for the regulatory regions of chondrogenic genes with Sox5 and Sox6 supporting it.

To investigate the biological function of these Sox trio-regulated genes in particular with respect to skeletal formation, Morpholino-mediated knockdowns of* Fbxl18*,* Rad51c*,* Tgfb2*, and* Tle3* were performed in zebrafish by injecting the translation blocking Morpholino into the 1-cell stage of zebrafish embryos.* Tle3 *has two homologues in zebrafish,* groucho1 (gro1)* and* groucho2 (gro2)*. Since* gro1* is expressed primarily in the central nervous and hematopoietic system [75, 76], we chose to focus on* gro2.* Reduced expression of* Fbxl18*,* Tgfb2*, and* Tle3 (gro2)* resulted in a marked midline phenotype compared to the control that was injected with the scramble Morpholino at 24 hpf (Figure 5(c); Table S6). Transverse sections of the Morpholino-injected embryos showed extensive defects in the emerging sclerotome as demonstrated by the reduced Alcian Blue staining and loss of structural integrity, indicating that the three genes played a key role in developing chondrocytes (Figure 5(c)). Knockdown of* Rad51c* in the zebrafish was inconclusive, as the mutants do not survive after Morpholino injection. In summary, the in vivo results from the microarray and ChIP-Seq done in mice, together with the zebrafish knockdowns and in vitro luciferase assays performed, indicate that* Fbxl18*,* Tgfb2*, and* Tle3* are involved in sclerotome formation and are transcriptionally regulated by the Sox trio. This also provides validation to the in vivo datasets generated in this study, allowing the construction of the most comprehensive Sox trio GRN done to date (Figure 6).

## 4. Discussion

It is becoming increasingly clear that the complete understanding of any biological process in vertebrates will require a comprehensive approach looking at multiple transcription factors simultaneously and incorporating systems biology approaches [77–79]. Coupling of genomewide binding site data with expression profiling will give a detailed snapshot of the network of genes involved in a particular process [80, 81]. Previously only* Sox2* was subjected to a comprehensive genomewide systems approach [82] but this was limited to in vitro cell culture lines which often fail to recapitulate the actual in vivo function. Our study looked at three major transcription factors involved in organogenesis in the developing embryo to understand the molecular and genetic events underlying the process of chondrogenesis. Previously there had been numerous attempts to look at the role of the Sox trio in gene regulation. These studies often involved analyzing single gene loci in in vitro systems [29, 30, 83]. Our three-factor ChIP-Seq coupled with extensive expression profiling performed using developing mouse chondrocytes in an in vivo context has made it possible to perform a global analysis, deciphering the genomewide interactive roles of Sox9, Sox5, and Sox6 in regulating the genes involved in chondrogenesis thus providing an extensive Sox trio-driven gene regulatory network in vivo for the first time.

The approach of enriching for specific chondrogenic tissues in both ChIP-Seq and transcriptome profiling experiments has allowed us to specifically look at genes and pathways involved primarily in chondrogenesis. 

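Prelp, which encodes a leucine-rich proteoglycan of cartilage, had a Sox9 peak across its TSS on chromosome 1 from 135817774 to 135818626, with 28 tags and a fold enrichment of 10.9. Hapln1 had Sox9 peaks further upstream as well, from 89475742 to 89476427 (23 tags, fold enrichment 9.69) and from 89534319 to 89535087 (20 tags) on chromosome 13. The gene 3110079O15Rik had a Sox9 peak upstream of it, in an intron of its neighbour Gigyf2 on chromosome 1 from 89338673 to 89339492, with 21 tags, a fold enrichment of 8.48 and an FDR of 1.61%. It contained the inverted pair ACAAAGGAAGCCATTGT, whose cores stand 5 bp apart. No Sox5 or Sox6 peak was paired with any of these genes. In the paper's Table S1, however, all of them were lower without Sox5 and Sox6. Hapln1 was lower by 8.15, 3110079O15Rik by 5.16 and Prelp by 1.57 times. Without Sox9 they were lower by 6.74, 4.76 and 11.8 times in the same table. The lack of a peak therefore does not show that these genes are independent of Sox5 and Sox6. At the Prelp peak the Sox5 library had 14 reads against 5 in its control (ratio 2.95, 95% interval 1.00 to 10.5, p = 0.0374, exact conditional binomial test for a pair of Poisson counts, at a place that the Sox9 library chose) and the Sox6 library 15 against 4 (ratio 2.96, 0.943 to 12.2, p = 0.0619). These p-values were not adjusted. At the 3 Hapln1 peaks, in order of position, the Sox5 ratios were 2.46, 1.05 and 1.40. The Sox6 ratios there were 3.16, 1.45 and 0.789, and every interval at these Hapln1 peaks included 1. At the 3110079O15Rik peak the ratios were 1.05 (0.315 to 3.52) and 1.38 (0.351 to 6.43), so the depth does not tell a small enrichment from none.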

By analyzing the gene expression profiles together with the identified binding sites for the Sox trio, we identified a wide repertoire of genes that are regulated directly by Sox9 alone such as* Prelp*,* Hapln1*, and the novel target* 3110079O15Rik* as well as those that are regulated by Sox5 and/or Sox6 alone or together with Sox9 during embryogenesis (Figure 6).

To provide biological insight, hypothesis generating screens such as ChIP-Seq experiments need to be combined with meaningful assays for downstream functional validation. For this study, we took advantage of the zebrafish model as it allows high-throughput knockdown analysis in vivo in the context of the entire developing organism. By employing the multifactor ChIP-Seq and microarray, together with the zebrafish validation, three new genes* Fbxl18*,* Tgfb2*, and* Tle3* were discovered to be coregulated by the Sox trio, highlighting the biological relevance of the network generated. Other genes previously identified to be part of skeletogenesis but not known to be controlled by the Sox trio were also uncovered in our network. These include* Notch4*, part of the Notch-Delta signaling pathway, and* Sox11* whose homozygous mutants display craniofacial and skeletal abnormalities [84]. In addition, multiple Sox binding sites in and around* Sox5* and* Sox6* were found and validated, providing evidence of the autoregulatory role of the Sox trio in vivo. 

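Notch4 encodes a Notch receptor and lies on chromosome 17 from 34701213 to 34725448. All the Sox proteins had a peak in the same intron, which is also the promoter region of the neighbouring gene Gpsm3. It was the strongest Sox5 peak, from 34723286 to 34724889 with 238 tags and a fold enrichment of 109, and the only Sox5 peak with an FDR under 5%. Sox5 had 187 reads against 16 in the control (ratio 12.3). Sox6 had 144 against 20 from 34723308 to 34724410 (ratio 5.68), and the Sox9 peak from 34723266 to 34724096 had 33 tags. No Sox consensus stood within 50 bp of any of the summits. Sox11, which encodes a transcription factor of the SoxC group, lies on chromosome 12 from 28025562 to 28027574. A Sox9 peak (28260162 to 28261211, 38 tags, fold enrichment 17.0) and a Sox5 peak (28260364 to 28261218, 36 reads against 7, ratio 5.41) overlapped in the intergenic region upstream. The Sox6 peak lay apart from them, from 28237484 to 28238200, with 26 reads against 7 (ratio 2.93) and the inverted pair ACAATGGGGCATTGT.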

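At Sox9 itself, peaks of all the Sox proteins lay outside the gene, which spans 112643538 to 112649074 on chromosome 11. The Sox9 peak from 113049394 to 113050428 had 52 tags and a fold enrichment of 15.2, in an intron of a noncoding gene 406256 bp downstream of the TSS. A Sox5 peak from 113049489 to 113050108 (21 reads against 0) and a Sox6 peak from 113049397 to 113050299 (31 reads against 5, ratio 4.89) overlapped it. A stronger Sox9 peak nearby, from 113045184 to 113046068 (fold enrichment 20.0), overlapped neither. Upstream of Sox9, a Sox9 peak from 112572691 to 112573490 with 21 tags overlapped a Sox5 peak from 112572633 to 112573382. The authors' FDR was 11.3% for this Sox5 peak. It was 15.7% and 6.72% for the Sox5 and Sox6 peaks downstream of Sox9. The paper did not find Sox9 changed without Sox5 and Sox6, and considers it unlikely that they regulate it. The peaks alone do not show that Sox5 and Sox6 regulate Sox9. Within Sox5, the intronic site with Sox9 peak from 144158157 to 144159715 (51 tags) and the one from 144212388 to 144213867 (94 tags) were shared by all the factors, as was the one from 143987394 to 143988485.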

The network also includes genes that were previously not thought to play any role in chondrogenesis like* Fbxl18*,* Tle3*,* Rad51c*, and* Bach2 *and we have validated two of these novel targets in this study.

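Rad51c encodes a protein of homologous recombination and lies on chromosome 11 from 87190147 to 87218456. Its Sox peaks were upstream, inside the neighbouring gene Tex14. The site shared by the trio had a Sox9 peak from 87256097 to 87257389 with 89 tags and a fold enrichment of 7.86, a Sox5 peak from 87256845 to 87257498 (20 reads against 3, ratio 7.02) and a Sox6 peak from 87256777 to 87257472 (26 reads against 9, ratio 2.28). Nearer to Rad51c, an intron of Tex14 had a Sox9 peak of 41 tags (87236195 to 87237190) and a Sox5 peak (87236158 to 87237074, 33 reads against 7), both with CATTGTT at the summit. Bach2 encodes a transcription factor of lymphocytes and lies on chromosome 4 from 32325779 to 32673083. A Sox9 peak (32517683 to 32518491, 54 tags, fold enrichment 26.1) and a Sox6 peak (32517848 to 32518738, 27 reads against 5, ratio 4.26) overlapped in an intron. The Sox5 peak was elsewhere, upstream of the gene from 32267422 to 32268050, with 17 reads against 8 (ratio 2.24), and no Sox5 peak overlapped the intronic site.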

The knockdowns of* Fbxl18*,* Tgfb2*, and* Tle3* showed clear sclerotome defects thus providing evidence for their role in skeletal under the control of the Sox trio enhancers. A recent report linked the receptor of* Tgfb2 (Tgfbr2)* to intervertebral disk formation [85]. 

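All the Sox proteins had a peak at the same place in an intron of Tgfb2, the gene of a TGF-beta ligand, which lies on chromosome 1 from 188447065 to 188529871. The Sox9 peak from 188464690 to 188465728 had 38 tags and a fold enrichment of 12.1. Sox5 had 29 reads against 8 in its control from 188464638 to 188465504 (ratio 3.82), and Sox6 had 29 against 5 from 188464587 to 188465455 (ratio 4.58). The authors' FDR was 19.6% for this Sox5 peak and 8.44% for the Sox6 peak. A further Sox5 and Sox6 peak lay upstream, at the TSS of the neighbouring gene Rrp15, without a Sox9 peak. There Sox5 had 30 reads against 8 (188573151 to 188573982) and Sox6 had 42 against 8 (188573087 to 188574073, ratio 4.14). Of the 17 TGF-beta and BMP ligands and receptors, Sox5 had a peak at Tgfb2, Tgfbr2 and Bmpr1b (adjusted permutation p = 0.203 against random lists) and Sox6 at Tgfb2 (adjusted p = 0.683). The paper's Table S1 gives Tgfb2 as lower without Sox9, with probes in both directions without Sox5 and Sox6.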

Our data clearly shows that the ligand* Tgfb2* is directly controlled by the Sox trio. The transcriptional activation assay with Sox trio-bound regulatory regions proves and supports the hypothesis that in the process of chondrogenesis Sox9 plays a primary and compensatory role with Sox5 and Sox6 complimenting it. This may explain why Sox5 and Sox6 single null mutants have a mild phenotype up to a very late stage in development as Sox9 can compensate to a large extent for their loss.

Sox9 was previously shown to bind to pairs of inverted* Sox* motifs from studies done on campomelic dysplasia patients and in cell culture [29, 66]. Our Sox9 ChIP-Seq data on mouse embryonic tissue confirm this observation in vivo and further detects the presence of Sox5 and Sox6 binding sites along with Sox9 near many genes, helping to uncover new genes controlled by the Sox trio with a potential role in chondrogenesis.

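Sox5 and Sox6 peaks coincided with Sox9 peaks far more often than chance. Of 629 Sox5 peaks, 141 (22.4%, Wilson 95% interval 19.3 to 25.8) shared at least 1 bp with a Sox9 peak, where 1.25 would be expected from 1000 circular shifts along the chromosomes. Of 297 Sox6 peaks, 120 (40.4%, 35.0 to 46.1) did so, with 0.637 expected, and 92 Sox5 peaks overlapped a Sox6 peak, with 0.111 expected. The permutation p was 0.001 for each, the smallest that these shifts allow. All the factors met at 57 places, which include introns of Sox5, Sox6, Notch4 and Tgfb2. Sox5 and Sox6 reads also gathered at Sox9 peaks where no peak of their own was called. Over 3256 Sox9 summits the Sox5 library had 1.97 times the depth-scaled reads of its control within 200 bp (bootstrap interval over peaks 1.91 to 2.04), and 1.83 times at the 3115 without a Sox5 peak (1.79 to 1.88). For Sox6 the values were 1.69 (1.61 to 1.77) and, at 3136 summits, 1.57 (1.49 to 1.63). Moved by 10 kb, the same windows gave 1.05 and 1.03. From the weakest to the strongest quintile of Sox9 peaks by fold enrichment the ratio went from 1.71 to 2.57 for Sox5 and from 1.30 to 2.18 for Sox6. Between these quintiles the Sox5 reads went from 4628 to 4974 and those of its control from 2855 to 2034. The Sox6 reads went from 4990 to 6021 and those of its control from 3019 to 2176. Part of the rise in both ratios therefore came from fewer control reads. Each factor has 1 library, so the intervals describe the peaks of these libraries.

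**Figure D3:**
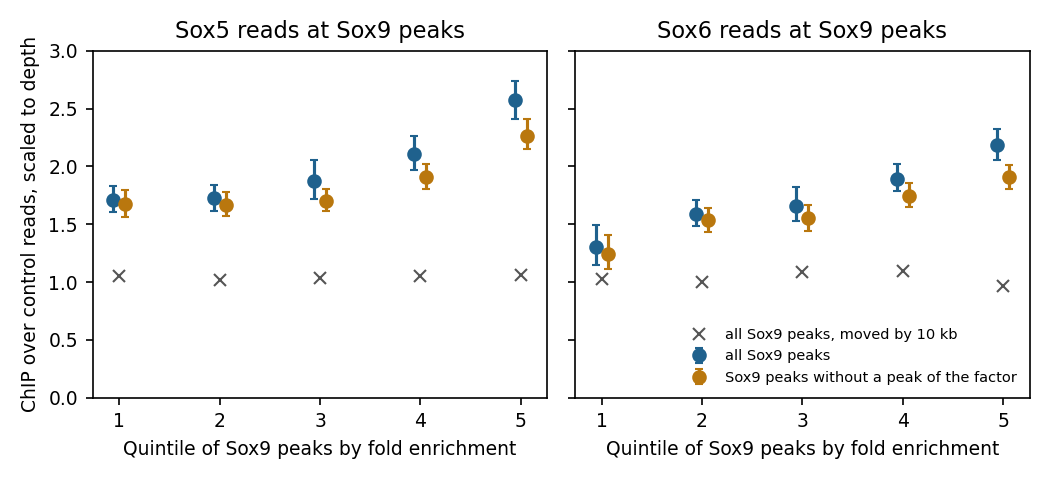
Sox5 (left) and Sox6 (right) ChIP reads over control reads, scaled to depth, within 200 bp of Sox9 summits (vertical axis) by quintile of Sox9 fold enrichment from weakest to strongest (horizontal axis). Blue points are all Sox9 peaks and orange points those without a peak of the factor, with 95% bootstrap intervals, and crosses are the same summits moved by 10 kb. In the strongest quintile the ratios without a peak of the factor are 2.27 for Sox5 and 1.91 for Sox6, and the crosses stay near 1.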

One of the defining features of these Sox-bound enhancers that we found is that they are at a fairly large distance from the TSS. 

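Distances were counted from the TSS of any annotated gene, and they depend on the gene model. The paper's Table S5, for example, lists a Sox5 peak 584 bp from Sox5. The strongest Sox5 peak in that gene was 571836 bp from its TSS here. In the TSS region or the promoter were 10.7% of Sox9 peaks (Wilson 95% interval 9.64 to 11.8). For Sox5 peaks this share was 22.1% (19.0 to 25.5) and for Sox6 peaks 14.5% (10.9 to 18.9). Within 100 kb of a TSS, upstream or downstream, were 81.8%, 87.1% and 80.1%. With protein-coding genes alone these shares were 67.8%, 76.6% and 64.6%. Large distances were seen at many of the named genes. By the distances in the paper's Table S5, the peaks at Rhob were 113472 bp from the gene for Sox9, 113480 bp for Sox5 and 113454 bp for Sox6, and those at Hs1bp3 were 73080, 73072 and 73098 bp away. A Sox5 peak with a fold enrichment of 18.1 on chromosome 6 from 143447809 to 143448584 lay 332531 bp from the start of Etnk1, its nearest coding gene. Inside Sox6, a large gene, the shared intronic site was 422778 bp from the TSS by its Sox9 summit. Sites close to a start were fewer and included the Sox9 peaks of Mia1, Prelp and Tle3.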

There have been increasing numbers of publications from genomewide studies indicating that most of the transcription factor binding sites identified are found in the intragenic region rather than at the TSS [79, 86]. Similar binding profiles are observed for other transcription factors in mid gestation mouse embryos (unpublished data) leading us to believe that the primary role for these transcription factors at these stages is not just to initiate transcription of downstream genes but mainly to direct the tissue specificity by controlling a subset of their regulatory elements simultaneously in a fine-tuned manner in a way we are beginning to understand.

This study has provided an extensive network of genes that are directly and indirectly controlled by* Sox9*,* Sox5*, and* Sox6* in the context of cell type specification in mouse embryos. Evidence supporting the role that the Sox trio plays in this biological process has been previously reported. This however is the first systems biology genomewide in vivo analysis done and reported, validating some of the known players such as* Sox5* and* Sox6* while at the same time discovering and verifying novel ones like* Tle3*. The information generated from this extensive study will allow for future work to be conducted on some of the downstream genes identified, paving the way for a comprehensive understanding of the vertebrate chondrogenic gene regulatory network that will be insightful in the treatment of human skeletal diseases.

## Supplementary Material

Supplementary Figure 1: Sox9+/+ (EGFP) was made with the EGFP reporter linked via F2A, giving rise to a bicistronic system with a single open reading frame shown in Figure 1B. Western blot in upper panel of Figure S1 shows that the Sox9 protein and the F2A protein have been efficiently cleaved from each other, giving rise to a functional Sox9 protein. Transgenic embryos expressing EGFP were used for FACS and lower panel of Figure S1 shows how the gating was set using wildtype mice and the efficiency of the sort.
Supplementary Figure 2: Differentially expressed genes from the Sox9 and Sox5/6 microarray were verified in Figure S2 before using them for GO analysis. The GO-terms for the up-regulated genes when the Sox trio is inactive are also displayed relative to the down-regulated genes in Figure 2.
Supplementary Figure 3: Figure 3 focuses on the Sox9, Sox5, and Sox6 ChIP-seq performed. Top panel of Figure S3 shows the ChIP-qPCR validation of the ChIP-seq. Centre panel of Figure S3 shows the distribution of the number of bp between the dimerization binding sites of Sox9 as reflected in Figure 3C. Bottom panel of Figure S3 shows the binding site profile for Sox5 and Sox6 by the Sox trio themselves.
Supplementary Figure 4: Figure S4 shows the validation of the Sox9 binding sites using the luciferase assay before the GO-analysis was applied as reflected in Figure 4.
Supplementary Figure 5: Figure S5 shows the luciferase assay of the transcriptional activity of the Sox9, Sox5 and Sox6 binding sites in genes, Fbxl18, Rad51c, Sox11, Sox5, Sox6, Tgfb2, and Tle3. The sites for Fbxl18, Rad51c, Tgfb2, and Tle3 were further tested for the individual Sox protein contributions in Figure 5c.
Supplementary Table 1: Differentially expressed genes in the Sox9 and Sox5/6 microarray generated from the transgenic mice made shown in Figure 1 and used for further analysis in Figure 2 and to overlap with the ChIP-seq data.
Supplementary Table 2: List of differentially expressed genes analyzed by RNA SISH from the Sox9 microarray on E13.5 mouse embryos.
Supplementary Table 3: Primers used for qPCR for Figure S3 and primers used for the amplifying the luciferase sequences of all the luciferase assays done in Figure S4 and Figure S5.
Supplementary Table 4: List of genes that are differentially expressed from the microarray were overlapped with the Sox trio binding sites from the ChIP-seq analysis. These were put through the GO analysis that is shown in Figure 4.

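Table S4 lists peaks whose nearest gene changed in a microarray, with the tags, fold enrichment and class of the peak and the change of the gene, so a gene can stand in it with several peaks. In the copy used here the Sox9 part lists 494 genes, 69.2% of them lower without Sox9 (the paper's table), among them cartilage genes such as Col2a1. The Sox6 part has 86 entries for 52 genes. All 86 carry tags and a fold enrichment found in the deposited Sox6 peak list. The part headed Sox5 has the same 86 entries, each equal to the Sox6 entry in its place, and 9 of them match tags and fold enrichment of a deposited Sox5 peak. Sox5 values were therefore not taken from this table. By class, the Sox6 part has 13 entries at the TSS, 5 in the promoter, 42 intragenic, 2 proximal and 24 distal. The 299 deposited Sox6 peaks exceed these entries by 213.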

Supplementary Table 5: Differentially expressed genes on both sides of the Sox9, Sox5, and Sox6 binding sits used to construct the GRN on Figure 6.

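Table S5 takes the genes on both sides of each peak, so that a distant peak can belong to more than 1 gene. In the copy used here it holds 2027 entries for Sox9, 370 for Sox5 and 188 for Sox6, which name 979, 252 and 125 genes. The entries were joined to the deposited lists by peak number. Tags and fold enrichment matched the numbered peak in 1963 Sox9 entries and in all 370 Sox5 and 188 Sox6 entries. The distance from gene to peak was then compared with the annotation, within 2500 bp, for genes such as Tle3 and Rad51c and for all others found there. It fell on the numbered peak in 424 Sox9, 160 Sox5 and 128 Sox6 entries and on the previous peak in the list in 954, 107 and 0. Peaks given with coordinates were therefore paired with genes by the annotation, whereas the genes shared by all the factors were taken from the entries of this table.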

Supplementary Table 6: Statistics for zebrafish morphants and morpholino sequences that were used in Figure 5.

## Figures and Tables

**Figure 1:**
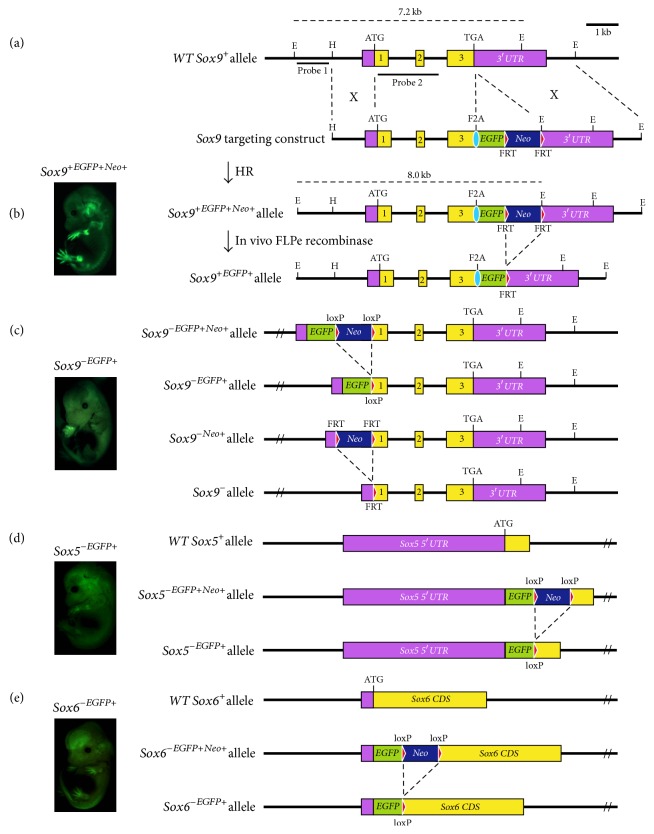
*Sox9*,* Sox5*, and* Sox6* gene targeting and their E13.5 transgenic embryos generated for FACS and expression Profiling. (a) Wildtype* Sox9* allele (*Sox9*^*+*^) is indicated with exons depicted as black boxes. Translation start site (ATG) as indicated. (b)* Sox9* with the* F2A-EGFP-FRTNeo* inserted in exon 3 (*Sox*9^+(EGFPNeo)^) and after FLPe recombination (*Sox*9^+(EGFP)^). *Sox*9^+/+(EGFP)^ E13.5 embryo shown on the right. (c)* Sox9-null *allele with the* EGFP-loxPNeo* inserted after the ATG (*Sox*9^−(EGFPNeo)^) and after CRE recombination (*Sox*9^−(EGFP)^).* Sox9-null *allele with* FRTNeo* inserted in exon 1 (*Sox*9^−(Neo)^) and after FLPe recombination (*Sox*9^−^). *Sox*9^−/−(EGFP)^ E13.5 chimeric embryo shown on the right. (d) Exon containing the ATG of wildtype* Sox5* (*Sox5*^*+*^) shown.* EGFP-loxPNeo* inserted after the ATG (*Sox*5^−(EGFPNeo)^) and after CRE recombination (*Sox*5^−(EGFP)^). *Sox*5^+/−(EGFP)^ E13.5 embryo shown on the right. (e) Exon containing the ATG of wildtype* Sox6* (*Sox6*^*+*^) shown.* EGFP-loxPNeo* inserted after the ATG (*Sox*6^−(EGFPNeo)^) and after CRE recombination (*Sox*6^−(EGFP)^). *Sox*6^+/−(EGFP)^ E13.5 embryo shown with a wildtype embryo (*WT*) under same lighting condition. EGFP, green boxes; F2A, blue ovals; FRT sites, red triangles; loxP sites, yellow triangles (see also Figure S1 and Table S1).

**Figure 2:**
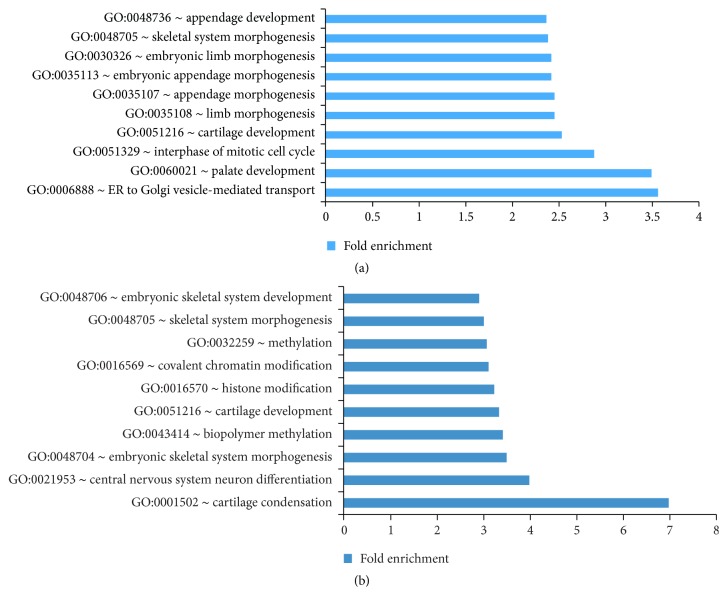
Differentially expressed genes from the* Sox9* microarray and* Sox5/Sox6* double-null microarray. (a) Top 10 GO-terms for genes that are downregulated when* Sox9* is inactivated. (b) Top 10 GO-terms for genes that are downregulated when* Sox5* and* Sox6* are inactivated (see also Figure S2 and Table S2).

**Figure 3:**
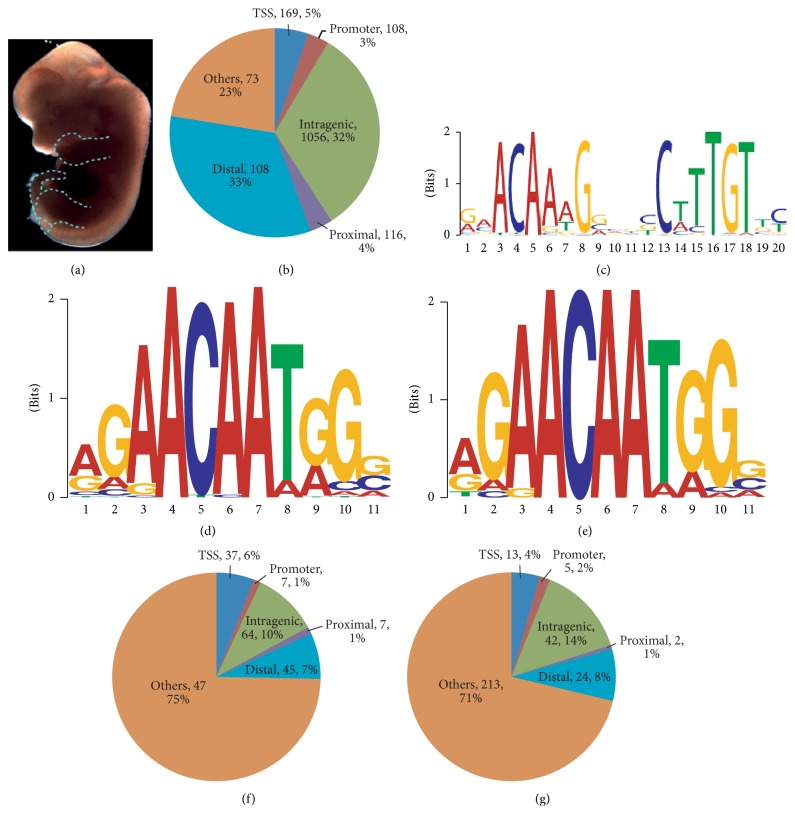
ChIP-seq results for Sox9, Sox5, and Sox6. (a) Dissected tissues of the E13.5 embryo used for ChIP are indicated by the dotted blue lines. (b) Distribution of the Sox9 binding sites with respect to their nearest genes. (c) Primary Sox9 motif found shows Sox9 acts as a homodimer with the binding sites in opposite orientation. (d) Primary motif found from the Sox5 binding profile. (e) Primary motif found from the Sox6 binding profile. (f) Distribution of the Sox5 binding sites with respect to their nearest genes. (g) Distribution of the Sox6 binding sites with respect to their nearest genes (see also Figure S3 and Table S3).

**Figure 4:**
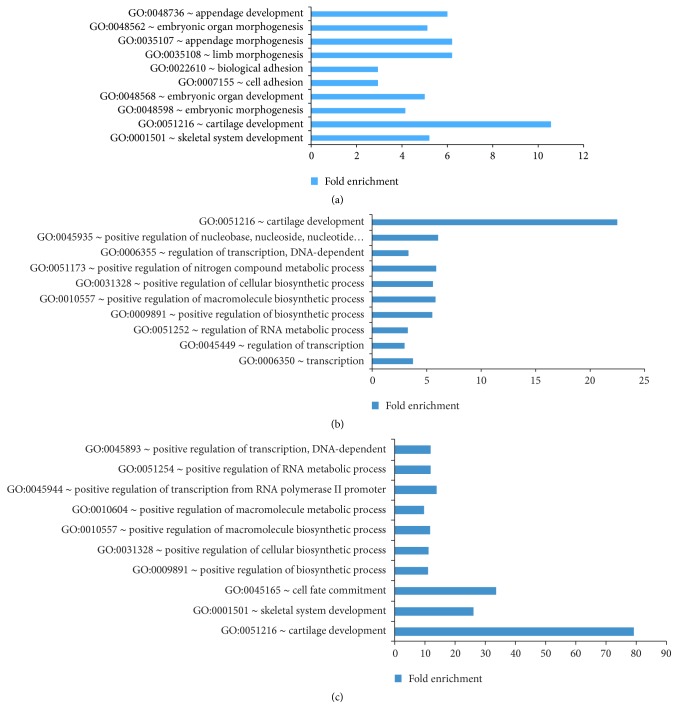
(a) Top 10 GO-terms for genes that are activated by Sox9. (b) Top 10 GO-terms for genes that are activated by Sox5. (c) Top 10 GO-terms for genes that are activated by Sox6 (see also Figure S4 and Table S4).

**Figure 5:**
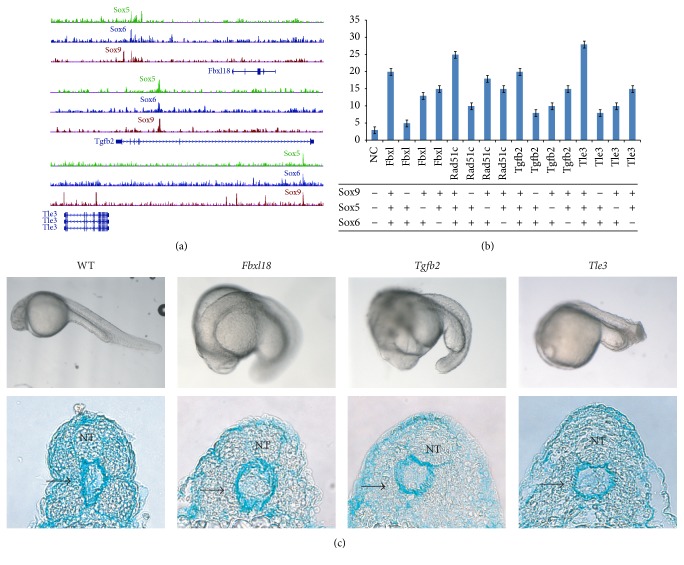
Genes regulated by the Sox trio. (a) Binding profile of Sox9, Sox5, and Sox6 for* Fbxl18*,* Tgfb2*, and* Tle3*. (b) Transactivation assay for the Sox binding sites found for* Fbxl18*,* Tgfb2*, and* Tle3*. Different Sox proteins were transfected as indicated with the enhancers containing the Sox trio binding sites and the luciferase activity was then measured. (c) Top panel shows the whole mount picture of the 24 hpf zebrafish embryos injected with the Morpholinos for* Fbxl18*,* Tgfb2*, and* Tle3* along with the wildtype (WT) injected with the scramble Morpholino as a negative control. Bottom panel shows the respective transverse sections of the Morpholino-injected embryos stained with Alcian Blue. The WT embryo shows normal neural tube (NT) and a well-defined emerging sclerotome (black arrow). The morphants at the same stage show extensive midline phenotype with defects in both neural tube and the sclerotome as seen by reduced Alcian Blue staining and loss of structural integrity (see also Figure S5 and Table S6).

**Figure 6:**
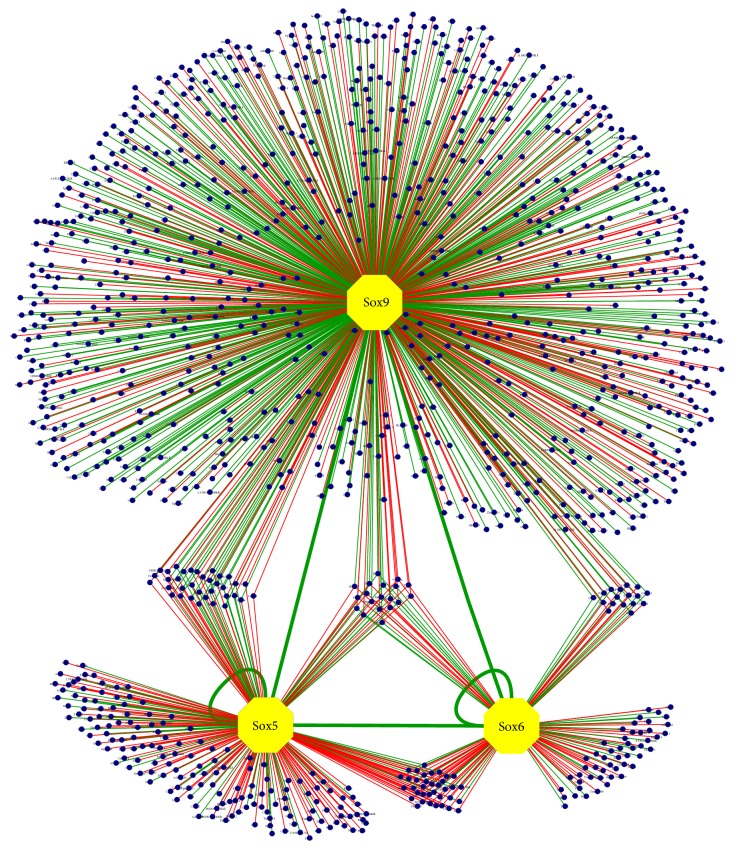
Sox trio-regulated network of genes. Blue dots represent genes activated (green lines) or repressed (red lines) by the transcription factors Sox9, Sox5, and Sox6 (see also Table S5).

## References

[1] Lefebvre V. (2010). The SoxD transcription factors—Sox5, Sox6, and Sox13—are key cell fate modulators. *International Journal of Biochemistry and Cell Biology*.

[2] Sarkar A., Hochedlinger K. (2013). The SOX family of transcription factors: versatile regulators of stem and progenitor cell fate. *Cell Stem Cell*.

[3] Kamachi Y., Kondoh H. (2013). Sox proteins: regulators of cell fate specification and differentiation. *Development*.

[4] Castillo S. D., Sanchez-Cespedes M. (2012). The SOX family of genes in cancer development: Biological relevance and opportunities for therapy. *Expert Opinion on Therapeutic Targets*.

[5] Chew L.-J., Gallo V. (2009). The Yin and Yang of Sox proteins: activation and repression in development and disease. *Journal of Neuroscience Research*.

[6] Harley V., Lefebvre V. (2010). Twenty Sox, twenty years. *International Journal of Biochemistry and Cell Biology*.

[7] Ohba S., He X., Hojo H., McMahon A. P. (2015). Distinct transcriptional programs underlie sox9 regulation of the mammalian chondrocyte. *Cell Reports*.

[8] Kadaja M., Keyes B. E., Lin M. (2014). SOX9: a stem cell transcriptional regulator of secreted niche signaling factors. *Genes and Development*.

[9] Akiyama H. (2008). Control of chondrogenesis by the transcription factor Sox9. *Modern Rheumatology*.

[10] Kiefer J. C. (2007). Back to basics: Sox genes. *Developmental Dynamics*.

[11] Henry S. P., Liang S., Akdemir K. C., De Crombrugghe B. (2012). The postnatal role of Sox9 in cartilage. *Journal of Bone and Mineral Research*.

[12] Dy P., Wang W., Bhattaram P. (2012). Sox9 directs hypertrophic maturation and blocks osteoblast differentiation of growth plate chondrocytes. *Developmental Cell*.

[13] Leung V. Y. L., Gao B., Leung K. K. H. (2011). SOX9 governs differentiation stage-specific gene expression in growth plate chondrocytes via direct concomitant transactivation and repression. *PLoS Genetics*.

[14] Wang Z. H., Li X. L., He X. J. (2014). Delivery of the Sox9 gene promotes chondrogenic differentiation of human umbilical cord blood-derived mesenchymal stem cells in an in vitro model. *Brazilian Journal of Medical and Biological Research*.

[15] Sun W., Zhang K., Liu G. (2014). Sox9 gene transfer enhanced regenerative effect of bone marrow mesenchymal stem cells on the degenerated intervertebral disc in a rabbit model. *PLoS ONE*.

[16] Oh C.-D., Lu Y., Liang S. (2014). SOX9 regulates multiple genes in chondrocytes, including genes encoding ECM proteins, ECM modification enzymes, receptors, and transporters. *PLoS ONE*.

[17] Ahmed N., Iu J., Brown C. E., Taylor D. W., Kandel R. A. (2014). Serum- and growth-factor-free three-dimensional culture system supports cartilage tissue formation by promoting collagen synthesis via Sox9-Col2a1 interaction. *Tissue Engineering - Part A*.

[18] Lefebvre V., Bhattaram P. (2010). Vertebrate skeletogenesis. *Current Topics in Developmental Biology*.

[19] Superti-Furga A., Unger S., Beighton P. (2007). Nosology and classification of genetic skeletal disorders: 2006 Revision. *American Journal of Medical Genetics, Part A*.

[20] Zelzer E., Olsen B. R. (2003). The genetic basis for skeletal diseases. *Nature*.

[21] Bi W., Deng J. M., Zhang Z., Behringer R. R., de Crombrugghe B. (1999). Sox9 is required for cartilage formation. *Nature Genetics*.

[22] Foster J. W., Dominguez-Steglich M. A., Guioli S. (1994). Campomelic dysplasia and autosomal sex reversal caused by mutations in an SRY-related gene. *Nature*.

[23] Wagner T., Wirth J., Meyer J. (1994). Autosomal sex reversal and campomelic dysplasia are caused by mutations in and around the *SRY*-related gene *SOX9*. *Cell*.

[24] Akiyama H., Lefebvre V. (2011). Unraveling the transcriptional regulatory machinery in chondrogenesis. *Journal of Bone and Mineral Metabolism*.

[25] Ikeda T., Kawaguchi H., Kamekura S. (2005). Distinct roles of Sox5, Sox6, and Sox9 in different stages of chondrogenic differentiation. *Journal of Bone and Mineral Metabolism*.

[26] Ikeda T., Kamekura S., Mabuchi A. (2004). The combination of SOX5, SOX6, and SOX9 (the SOX trio) provides signals sufficient for induction of permanent cartilage. *Arthritis and Rheumatism*.

[27] Akiyama H., Chaboissier M.-C., Martin J. F., Schedl A., de Crombrugghe B. (2002). The transcription factor *Sox9* has essential roles in successive steps of the chondrocyte differentiation pathway and is required for expression of *Sox5* and *Sox6*. *Genes and Development*.

[28] Smits P., Li P., Mandel J. (2001). The transcription factors L-Sox5 and Sox6 are essential for cartilage formation. *Developmental Cell*.

[29] Han Y., Lefebvre V. (2008). L-Sox5 and Sox6 drive expression of the aggrecan gene in cartilage by securing binding of Sox9 to a far-upstream enhancer. *Molecular and Cellular Biology*.

[30] Nagy A., Kénesi E., Rentsendorj O. (2011). Evolutionarily conserved, growth plate zone-specific regulation of the matrilin-1 promoter: L-Sox5/Sox6 and Nfi factors bound near TATA finely tune activation by Sox9. *Molecular and Cellular Biology*.

[31] Lufkin T. (1996). Transcriptional control of Hox genes in the vertebrate nervous system. *Current Opinion in Genetics and Development*.

[32] Bi W., Huang W., Whitworth D. J. (2001). Haploinsufficiency of Sox9 results in defective cartilage primordia and premature skeletal mineralization. *Proceedings of the National Academy of Sciences of the United States of America*.

[33] Smits P., Dy P., Mitra S., Lefebvre V. (2004). Sox5 and Sox6 are needed to develop and maintain source, columnar, and hypertrophic chondrocytes in the cartilage growth plate. *Journal of Cell Biology*.

[34] Nakamura Y., Yamamoto K., He X. (2011). Wwp2 is essential for palatogenesis mediated by the interaction between Sox9 and mediator subunit 25. *Nature Communications*.

[35] Chen X., Li X., Wang W., Lufkin T. (1996). Dlx5 and Dlx6: An evolutionary conserved pair of murine homeobox genes expressed in the embryonic skeleton. *Annals of the New York Academy of Sciences*.

[36] Kraus P., Lufkin T. (1999). Mammalian Dlx homeobox gene control of craniofacial and inner ear morphogenesis. *Journal of Cellular Biochemistry*.

[37] Chatterjee S., Bourque G., Lufkin T. (2011). Conserved and non-conserved enhancers direct tissue specific transcription in ancient germ layer specific developmental control genes. *BMC Developmental Biology*.

[38] Chatterjee S., Min L., Karuturi R. K. M., Lufkin T. (2010). The role of post-transcriptional RNA processing and plasmid vector sequences on transient transgene expression in zebrafish. *Transgenic Research*.

[39] Kraus P., Leong G., Tan V. (2010). A more cost effective and rapid high percentage germ-line transmitting chimeric mouse generation procedure via microinjection of 2-cell, 4-cell, and 8-cell embryos with ES and iPS cells. *Genesis*.

[40] Lee W. J., Kraus P., Lufkin T. (2012). Endogenous tagging of the murine transcription factor Sox5 with hemaglutinin for functional studies. *Transgenic Research*.

[41] Lewandoski M., Wassarman K. M., Martin G. R. (1997). Zp3-cre, a transgenic mouse line for the activation or inactivation of IoxP-flanked target genes specifically in the female germ line. *Current Biology*.

[42] Wang Z.-X., Kueh J. L. L., Teh C. H.-L. (2007). Zfp206 is a transcription factor that controls pluripotency of embryonic stem cells. *Stem Cells*.

[43] Kraus P., Lufkin T. (2006). Dlx homeobox gene control of mammalian limb and craniofacial development. *American Journal of Medical Genetics, Part A*.

[44] Wang W., Lo P., Frasch M., Lufkin T. (2000). Hmx: an evolutionary conserved homeobox gene family expressed in the developing nervous system in mice and Drosophila. *Mechanisms of Development*.

[45] Chan H. Y., Sivakamasundari V., Xing X. (2011). Comparison of IRES and F2A-based locus-specific multicistronic expression in stable mouse lines. *PLoS ONE*.

[46] Tribioli C., Lufkin T. (1999). The murine Bapx1 homeobox gene plays a critical role in embryonic development of the axial skeleton and spleen. *Development*.

[47] Zhao F., Lufkin T., Gelb B. D. (2003). Expression of Tfap2d, the gene encoding the transcription factor Ap-2*δ* during mouse embryogenesis. *Gene Expression Patterns*.

[48] Tribioli C., Robledo R. F., Lufkin T. (2002). The murine fork head gene Foxn2 is expressed in craniofacial, limb, CNS and somitic tissues during embryogenesis. *Mechanisms of Development*.

[49] Sheng D., Qu D., Kwok K. H. H. (2010). Deletion of the WD40 domain of LRRK2 in zebrafish causes parkinsonism-like loss of neurons and locomotive defect. *PLoS Genetics*.

[50] Yap S. P., Xing X., Kraus P., Sivakamasundari V., Chan H. Y., Lufkin T. (2011). Generation of mice with a novel conditional null allele of the Sox9 gene. *Biotechnology Letters*.

[51] Schmidt D., Wilson M. D., Spyrou C., Brown G. D., Hadfield J., Odom D. T. (2009). ChIP-seq: using high-throughput sequencing to discover protein-DNA interactions. *Methods*.

[52] Zhang Y., Liu T., Meyer C. A. (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biology*.

[53] Kimmel C. B., Ballard W. W., Kimmel S. R., Ullmann B., Schilling T. F. (1995). Stages of embryonic development of the zebrafish. *Developmental Dynamics*.

[54] Robu M. E., Larson J. D., Nasevicius A. (2007). p53 activation by knockdown technologies. *PLoS Genetics*.

[55] da Huang W., Sherman B. T., Lempicki R. A. (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nature Protocols*.

[56] Smoot M. E., Ono K., Ruscheinski J., Wang P. L., Ideker T. (2011). Cytoscape 2.8: new features for data integration and network visualization. *Bioinformatics*.

[57] Trichas G., Begbie J., Srinivas S. (2008). Use of the viral 2A peptide for bicistronic expression in transgenic mice. *BMC Biology*.

[58] Lefebvre V., Li P., De Crombrugghe B. (1998). A new long form of Sox5 (L-Sox5), Sox6 and Sox9 are coexpressed in chondrogenesis and cooperatively activate the type II collagen gene. *The EMBO Journal*.

[59] Stolt C. C., Schlierf A., Lommes P. (2006). SoxD proteins influence multiple stages of oligodendrocyte development and modulate SoxE protein function. *Developmental Cell*.

[60] Connor F., Wright E., Denny P., Koopman P., Ashworth A. (1995). The Sry-related HMG box-containing gene Sox6 is expressed in the adult testis and developing nervous system of the mouse. *Nucleic Acids Research*.

[61] Dennis G., Sherman B. T., Hosack D. A. (2003). DAVID: database for annotation, visualization, and integrated discovery. *Genome Biol*.

[62] Zhang P., Jimenez S. A., Stokes D. G. (2003). Regulation of human COL9A1 gene expression: activation of the proximal promoter region by SOX9. *Journal of Biological Chemistry*.

[63] Genzer M. A., Bridgewater L. C. (2007). A Col9a1 enhancer element activated by two interdependent SOX9 dimers. *Nucleic Acids Research*.

[64] Bailey T. L., Boden M., Buske F. A. (2009). MEME SUITE: tools for motif discovery and searching. *Nucleic Acids Research*.

[65] Bridgewater L. C., Walker M. D., Miller G. C. (2003). Adjacent DNA sequences modulate Sox9 transcriptional activation at paired Sox sites in three chondrocyte-specific enhancer elements. *Nucleic Acids Research*.

[66] Bernard P., Tang P., Liu S., Dewing P., Harley V. R., Vilain E. (2003). Dimerization of SOX9 is required for chondrogenesis, but not for sex determination. *Human Molecular Genetics*.

[67] Liu C.-F., Lefebvre V. (2015). The transcription factors SOX9 and SOX5/SOX6 cooperate genome-wide through super-enhancers to drive chondrogenesis. *Nucleic Acids Research*.

[68] Garside V. C., Cullum R., Alder O. (2015). SOX9 modulates the expression of key transcription factors required for heart valve development. *Development (Cambridge)*.

[69] Liu C., Samsa W. E., Zhou G., Lefebvre V. (2017). Transcriptional control of chondrocyte specification and differentiation. *Seminars in Cell & Developmental Biology*.

[70] Hojo H., McMahon A. P., Ohba S. (2016). An emerging regulatory landscape for skeletal development. *Trends in Genetics*.

[71] Akiyama H., Stadler H. S., Martin J. F. (2007). Misexpression of Sox9 in mouse limb bud mesenchyme induces polydactyly and rescues hypodactyly mice. *Matrix Biology*.

[72] Oh C.-D., Maity S. N., Lu J.-F. (2010). Identification of SOX9 interaction sites in the genome of chondrocytes. *PLoS ONE*.

[73] Harley V. R., Lovell-badge R., Goodfellow P. N. (1994). Definition of a consensus DNA binding site for SRY. *Nucleic Acids Research*.

[74] Lefebvre V., Huang W., Harley V. R., Goodfellow P. N., De Crombrugghe B. (1997). SOX9 is a potent activator of the chondrocyte-specific enhancer of the pro*α*1(II) collagen gene. *Molecular and Cellular Biology*.

[75] Scholpp S., Delogu A., Gilthorpe J., Peukert D., Schindler S., Lumsden A. (2009). Her6 regulates the neurogenetic gradient and neuronal identity in the thalamus. *Proceedings of the National Academy of Sciences of the United States of America*.

[76] Dayyani F., Wang J., Yeh J.-R. J. (2008). Loss of TLE1 and TLE4 from the del(9q) commonly deleted region in AML cooperates with AML1-ETO to affect myeloid cell proliferation and survival. *Blood*.

[77] He A., Kong S. W., Ma Q., Pu W. T. (2011). Co-occupancy by multiple cardiac transcription factors identifies transcriptional enhancers active in heart. *Proceedings of the National Academy of Sciences of the United States of America*.

[78] Soler E., Andrieu-Soler C., De Boer E. (2010). The genome-wide dynamics of the binding of Ldb1 complexes during erythroid differentiation. *Genes and Development*.

[79] Tijssen M. R., Cvejic A., Joshi A. (2011). Genome-wide analysis of simultaneous GATA1/2, RUNX1, FLI1, and SCL binding in megakaryocytes identifies hematopoietic regulators. *Developmental Cell*.

[80] Fang X., Yoon J.-G., Li L. (2011). The SOX2 response program in glioblastoma multiforme: an integrated ChIP-seq, expression microarray, and microRNA analysis. *BMC Genomics*.

[81] Tamplin O. J., Cox B. J., Rossant J. (2011). Integrated microarray and ChIP analysis identifies multiple Foxa2 dependent target genes in the notochord. *Developmental Biology*.

[82] Engelen E., Akinci U., Bryne J. C. (2011). Sox2 cooperates with Chd7 to regulate genes that are mutated in human syndromes. *Nature Genetics*.

[83] Liu C.-J., Zhang Y., Xu K., Parsons D., Alfonso D., Di Cesare P. E. (2007). Transcriptional activation of cartilage oligomeric matrix protein by Sox9, Sox5, and Sox6 transcription factors and CBP/p300 coactivators. *Frontiers in Bioscience*.

[84] Sock E., Rettig S. D., Enderich J., Bösl M. R., Tamm E. R., Wegner M. (2004). Gene targeting reveals a widespread role for the high-mobility-group transcription factor Sox11 in tissue remodeling. *Molecular and Cellular Biology*.

[85] Sohn P., Cox M., Chen D., Serra R. (2010). Molecular profiling of the developing mouse axial skeleton: a role for Tgfbr2 in the development of the intervertebral disc. *BMC Developmental Biology*.

[86] Holmstrom S. R., Deering T., Swift G. H. (2011). LRH-1 and PTF1-L coregulate an exocrine pancreas-specific transcriptional network for digestive function. *Genes and Development*.

# Supplementary material for: An Integrative Developmental Genomics and Systems Biology Approach to Identify an In Vivo Sox Trio-Mediated Gene Regulatory Network in Murine Embryos
**Source:** Biomed Res Int. 2017 May 28;2017:8932583. doi: 10.1155/2017/8932583
**Supplement:** Supplementary file 1 — Supplementary Figure 1: Sox9+/+ (EGFP) was made with the EGFP reporter linked via F2A, giving rise to a bicistronic system with a single open reading frame shown in Figure 1B. Western blot in upper panel of Figure S1 shows that the Sox9 protein and the F2A protein have been efficiently cleaved from each other, giving rise to a functional Sox9 protein. Transgenic embryos expressing EGFP were used for FACS and lower panel of Figure S1 shows how the gating was set using wildtype mice and the efficiency of the sort. Supplementary Figure 2: Differentially expressed genes from the Sox9 and Sox5/6 microarray were verified in Figure S2 before using them for GO analysis. The GO-terms for the up-regulated genes when the Sox trio is inactive are also displayed relative to the down-regulated genes in Figure 2. Supplementary Figure 3: Figure 3 focuses on the Sox9, Sox5, and Sox6 ChIP-seq performed. Top panel of Figure S3 shows the ChIP-qPCR validation of the ChIP-seq. Centre panel of Figure S3 shows the distribution of the number of bp between the dimerization binding sites of Sox9 as reflected in Figure 3C. Bottom panel of Figure S3 shows the binding site profile for Sox5 and Sox6 by the Sox trio themselves. Supplementary Figure 4: Figure S4 shows the validation of the Sox9 binding sites using the luciferase assay before the GO-analysis was applied as reflected in Figure 4. Supplementary Figure 5: Figure S5 shows the luciferase assay of the transcriptional activity of the Sox9, Sox5 and Sox6 binding sites in genes, Fbxl18, Rad51c, Sox11, Sox5, Sox6, Tgfb2, and Tle3. The sites for Fbxl18, Rad51c, Tgfb2, and Tle3 were further tested for the individual Sox protein contributions in Figure 5c. Supplementary Table 1: Differentially expressed genes in the Sox9 and Sox5/6 microarray generated from the transgenic mice made shown in Figure 1 and used for further analysis in Figure 2 and to overlap with the ChIP-seq data. Supplementary Table 2: List of differentially expressed genes analy

Figure S1

A

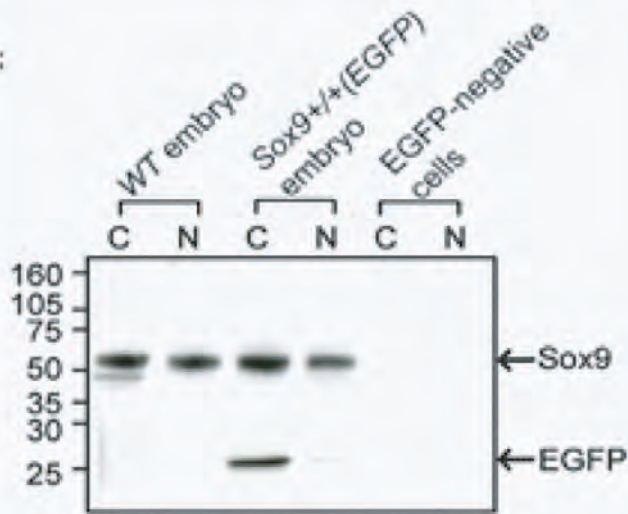

B

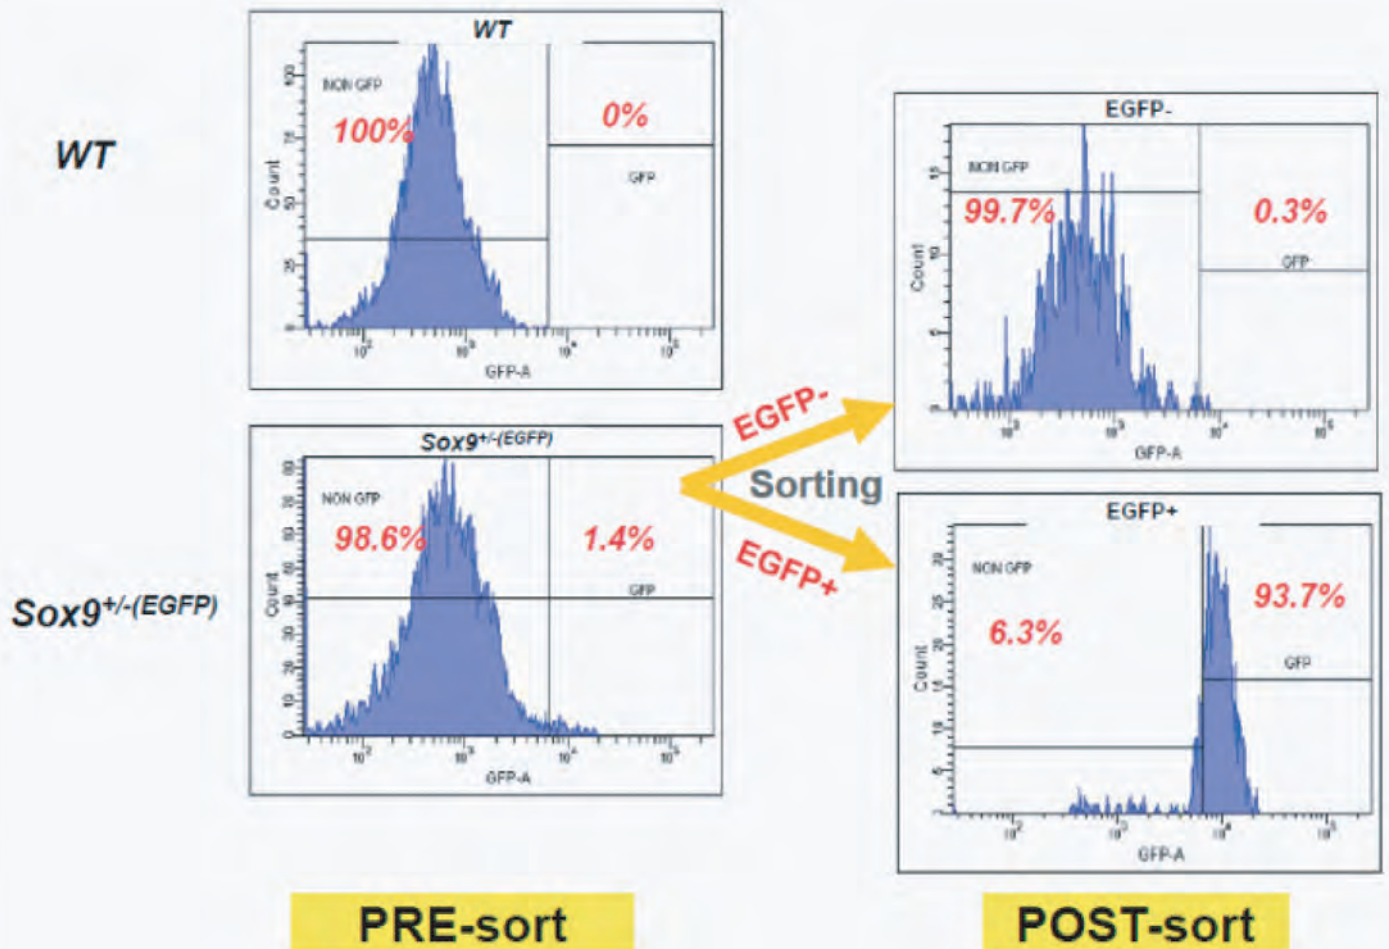

Figure S2

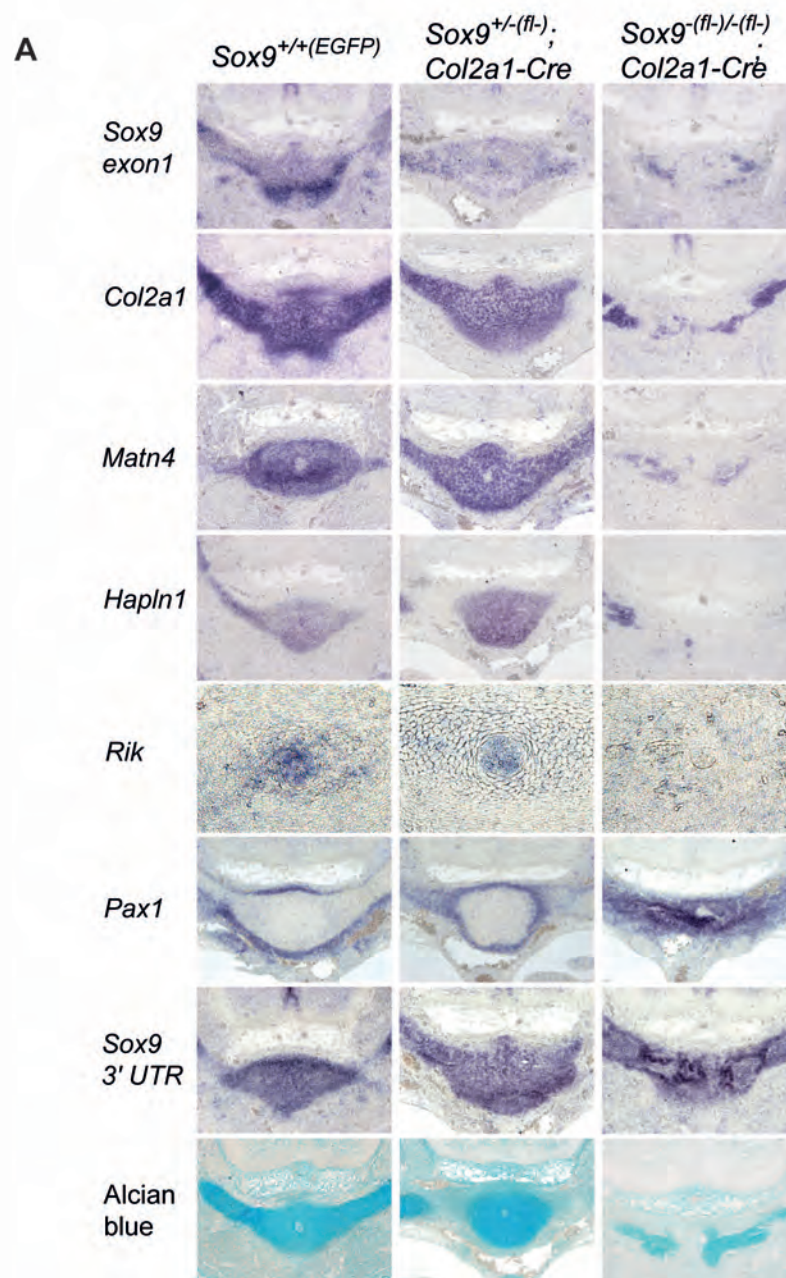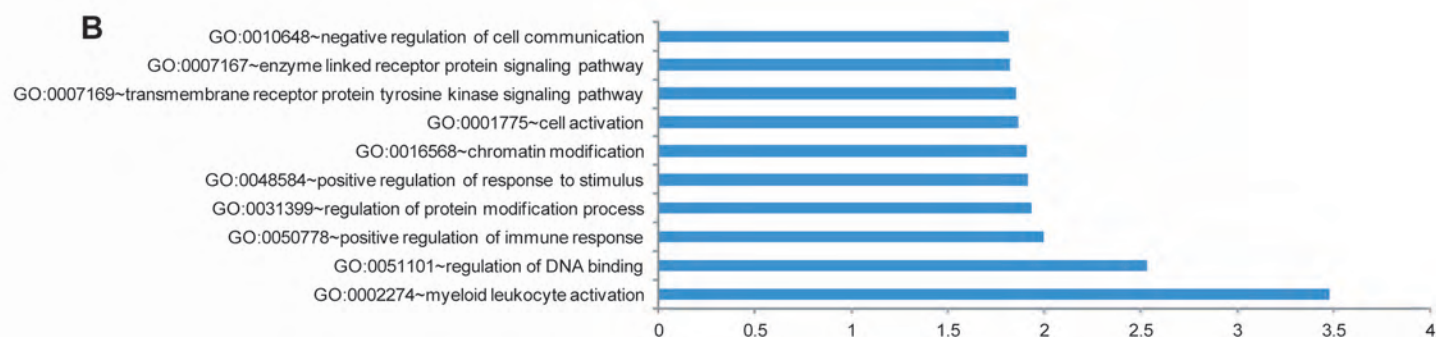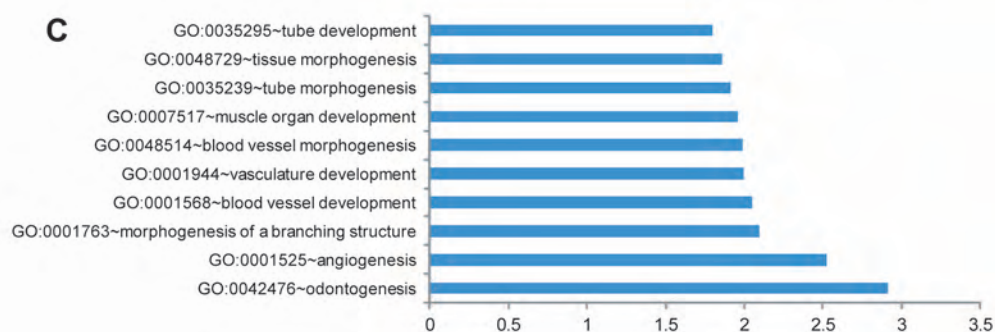

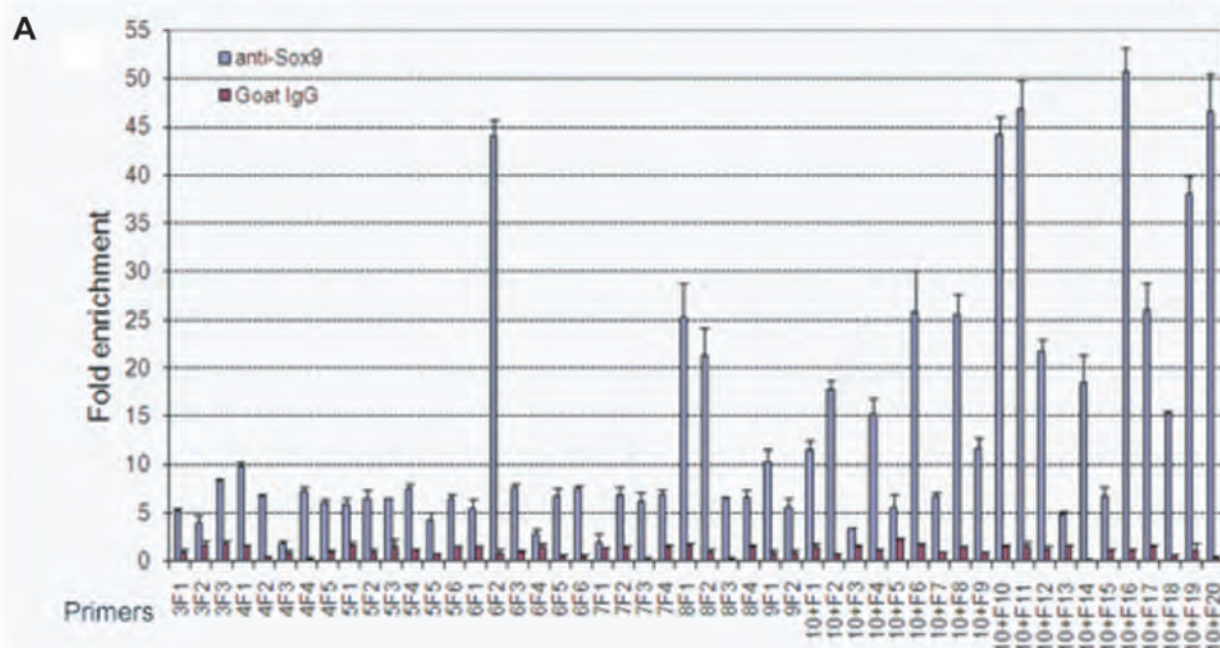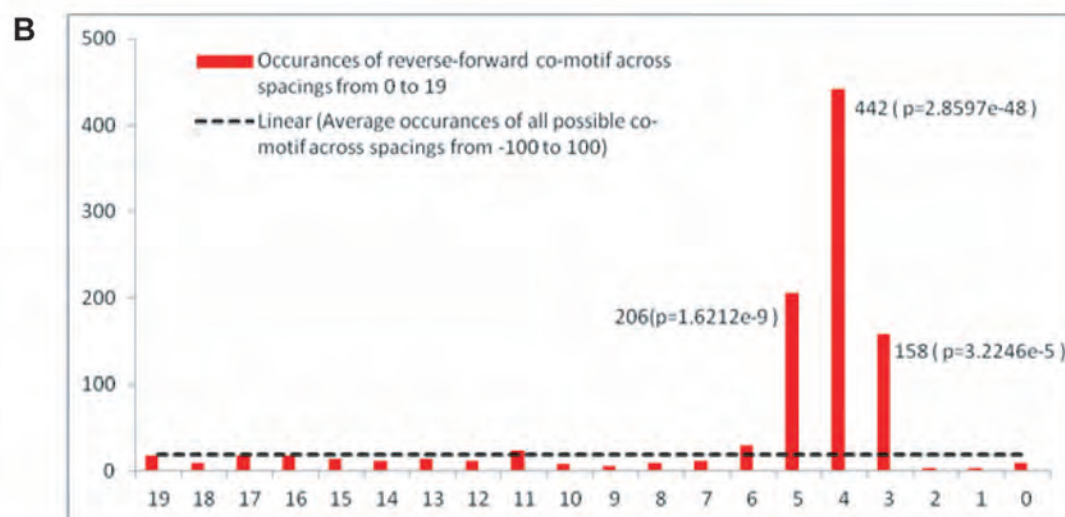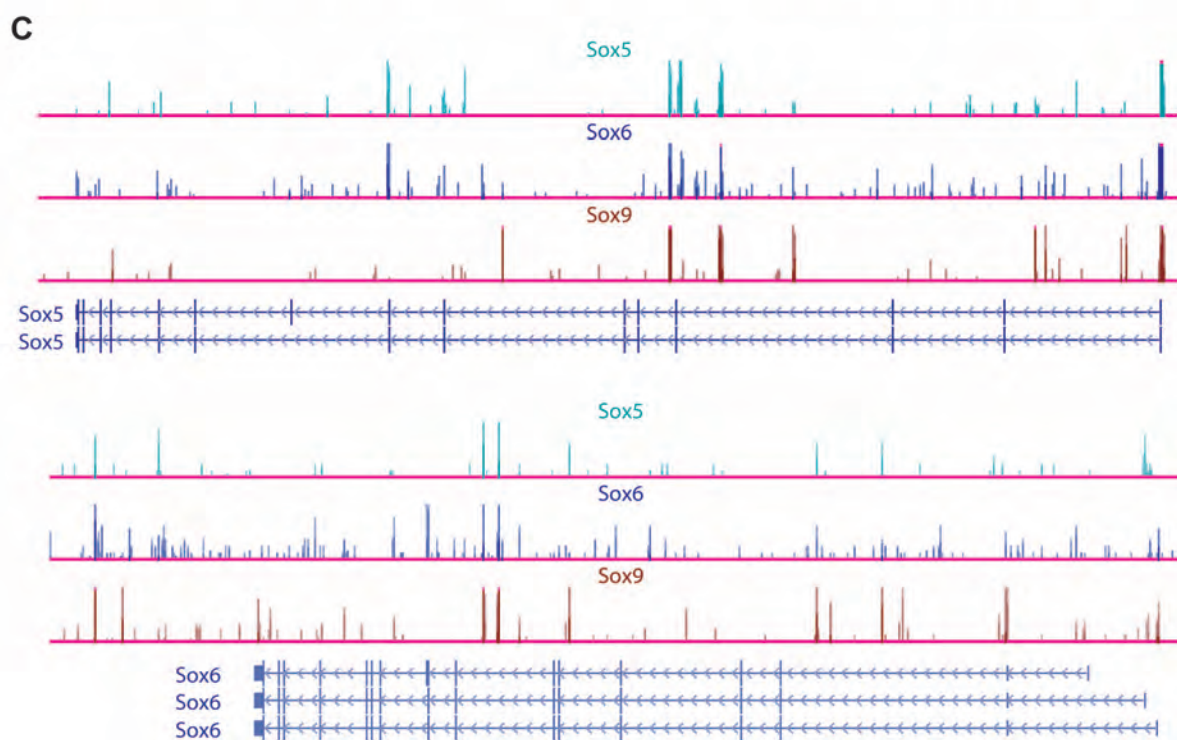

Figure S4

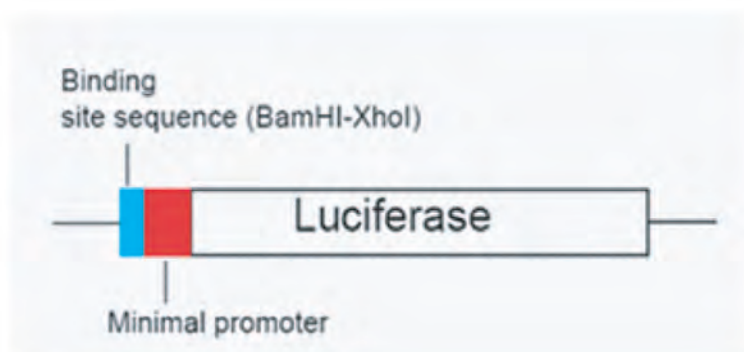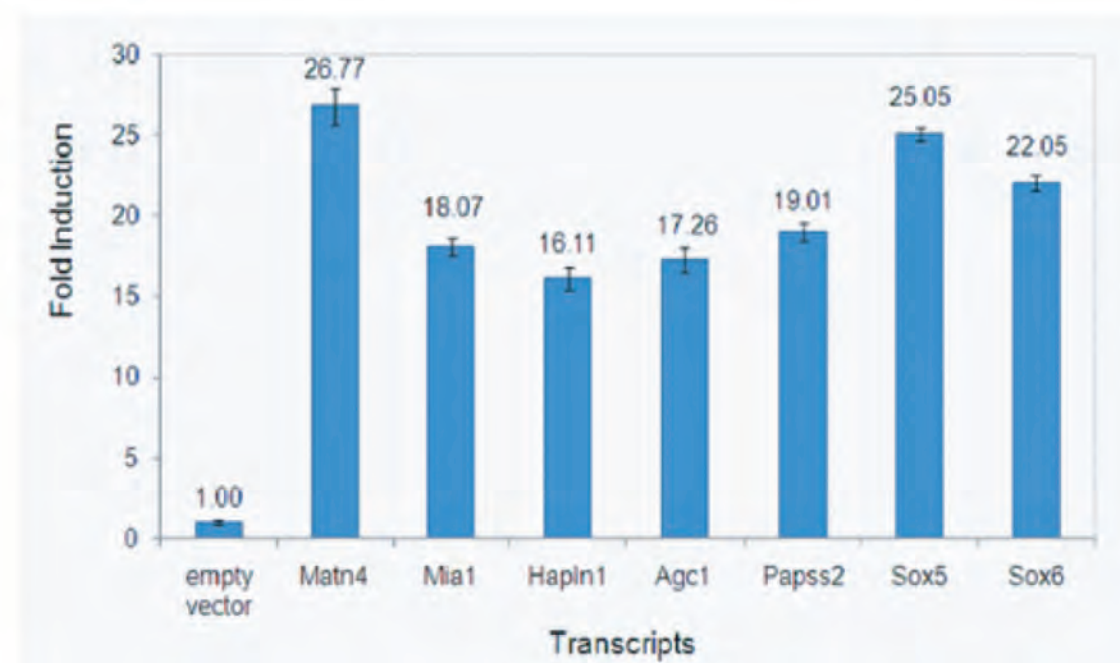

Figure S5

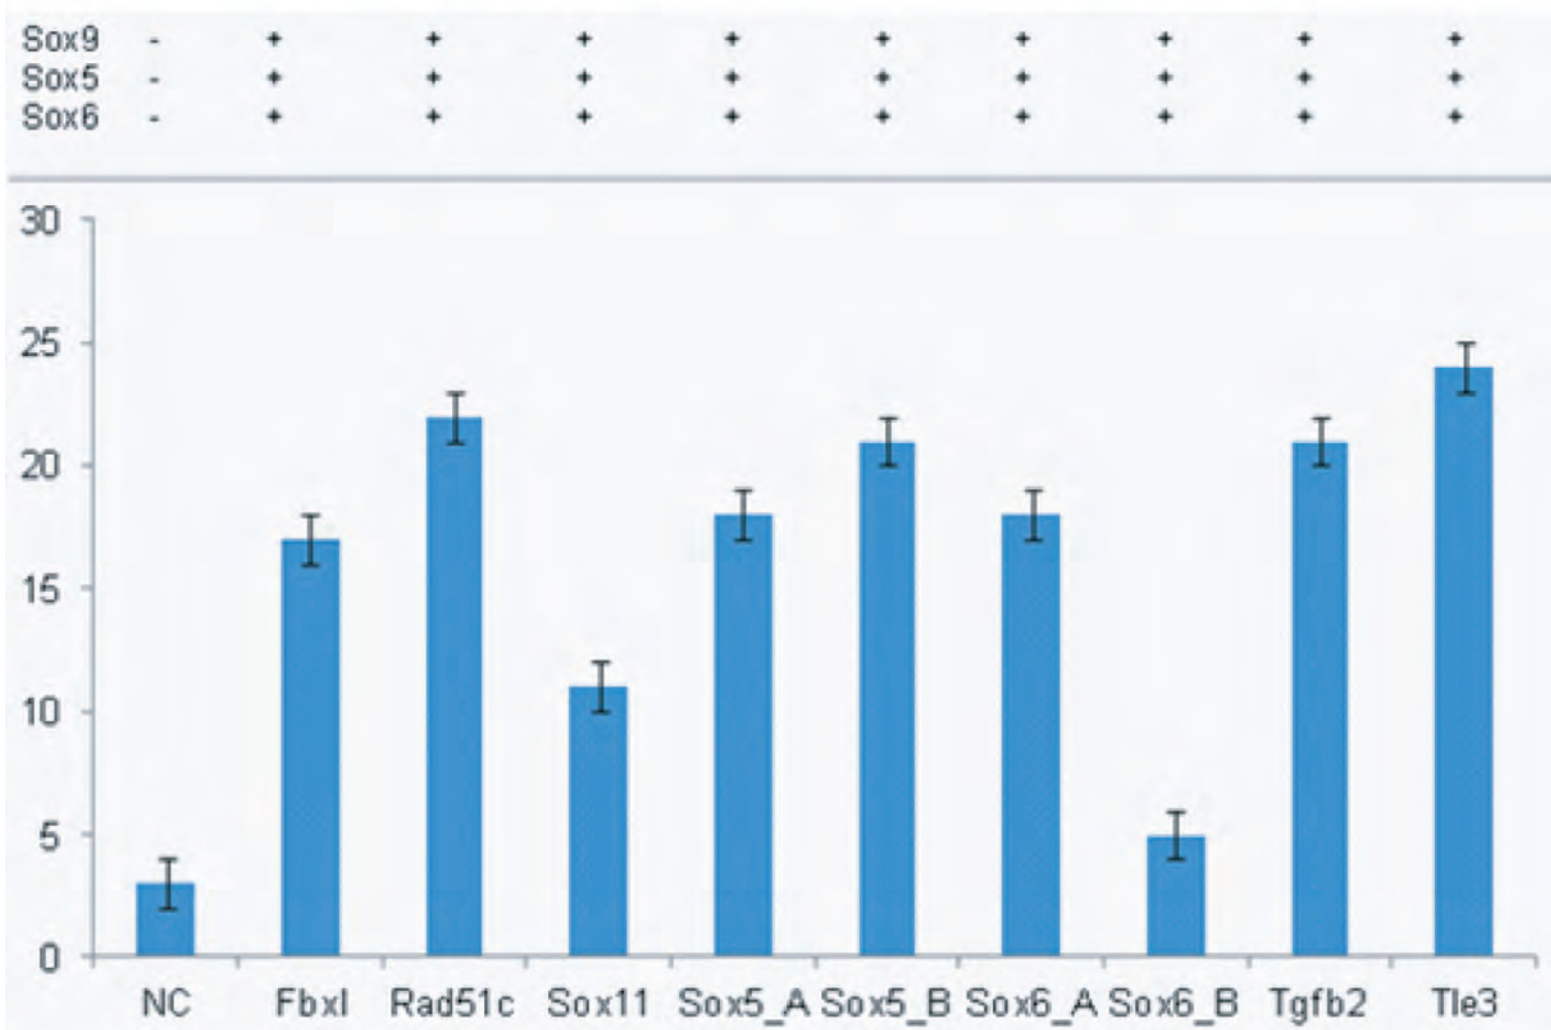

Table S1 Sox5 Sox6 (113 Pages)

Table S1 Sox9 (123 Pages)

Table 2 (5 pages)

Table S3 (2 pages)

[illegible]

[illegible]

Table S4 Sox5 (2 pages)

Table S4 Sox6 (2 pages)

Table S4 Sox9 (17 pages)

Table S5 Sox5 (4 pages)

Table S5 Sox6 (8 pages)

Table S5 Sox9 (17 pages)

**Supplementary Table 6.** Number (No.) of zebrafish injected with the morpholinos and their respective phenotype.

**Note:** A p53 morpholino- 5'GACCTCCTCTCCACTAAACTACGAT3' was co-injected with all the morpholinos to reduce the off target effects.

How the deposited data were processed for this re-analysis (not part of the article)

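Binding of Sox9, Sox5 and Sox6 was measured by ChIP-Seq in limbs and tails of mouse embryos at E13.5, with 1 library and 1 control library per factor, 6 libraries in all. For each library the authors deposited the positions of its reads after mapping with the Illumina pipeline and keeping uniquely mapped reads with few mismatches. The Sox9 library had 16244187 reads and its control 19780034, Sox5 15825501 and 16828505, and Sox6 20384182 and 15912654. For each factor the authors deposited a list of MACS peaks called against its control at a p under 1e-05, with 3260 peaks for Sox9, 632 for Sox5 and 299 for Sox6. In these deposited lists the tags of a peak are a count of reads that is not scaled. The deposited fold enrichment is a ratio of tags to the local background that MACS took from the control. The deposited score is a multiple of the −log10 of the MACS p-value. The FDR is a percent that MACS obtained for the authors by exchanging the library and its control. These values are the authors' and were used to describe, rank or filter peaks within a list. The read files of the Sox9 pair carry mm8 and all others mm9, and the peak list of Sox9 was transferred to mm9. Positions were never converted between builds here.

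The peaks were placed on NCBIM37 with the GENCODE vM1 annotation, on whose chromosomes lay 3256, 629 and 297 of them. Peaks on other contigs were left out of every analysis that needs a sequence or a gene. Their summits were assigned to the classes defined in the methods of the paper, with TSS of any annotated gene. Sequences within 50 bp of the summit were searched for the consensus and for inverted pairs of its core, and the same windows 1 kb away on both sides served as background. Overlaps were counted with bedtools 2.31.1 at 1 bp or more, and compared with 1000 circular shifts. Regions were called from the reads in windows of 200 bp at steps of 100 bp, with reads moved by 100 bp. The background was the largest of the scaled control in 1 kb, the scaled control in 10 kb and the genome mean over 1870000000 bp, and this procedure was tested on simulated data. Reads of Sox5 and Sox6 were also counted within the peaks and within 200 bp of Sox9 summits, with 1000 bootstrap draws over peaks, and Sox5 and Sox6 reads in single Sox9 peaks were compared with the exact conditional binomial test. Shares of peaks were compared with 2-sided Fisher's exact tests and carry Wilson intervals, which cover counting error only. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.

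Peaks were paired with the coding gene that contains them and with the nearest coding gene. The genes named are those that the paper names with a binding site, the genes at the 10 peaks of highest fold enrichment with at least 20 tags, and up to 4 members of each of 9 gene lists. The values in the paper's tables had been seen when this rule was written. For the genes that the paper names, peaks within 100 kb of the TSS were added after it was seen that Matn4, Fbxl18 and Rad51c had none by the first pairing. The lists cover cartilage matrix, chondrogenic transcription factors and signals, hypertrophic chondrocytes and osteoblasts, limb and tail patterning, nervous system, skeletal muscle, blood and macrophages, TGF-beta and BMP signalling, and Groucho, Notch and F-box genes. Each list was compared with 10000 random lists, and p-values were adjusted by Benjamini-Hochberg. The lists, the tests and most of the alternative settings were fixed before the data were examined. The alternatives include duplicate reads kept, a stricter p, filters on FDR and fold enrichment, protein-coding genes alone, the middle of the peak in place of the summit, wider windows and 1 mismatch in the motif pair. The changes of genes in the microarrays were taken from the paper's Table S1, and the microarrays themselves were not analysed here. Table S3 is not legible in the copy used here and was not used.

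With 1 library per factor there is no measure of variation between embryos. In the simulated libraries most sites with a weak enrichment, of 5-fold, were missed, so a gene without a peak may still be bound.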

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

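The split of motif shares by place and by overlap, the exchange of libraries at a p of 1e-10 or less, and the Sox5 and Sox6 signal at Sox9 peaks without a peak of their own, were chosen only after the shares and signals over all peaks had been seen.

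Sox5 peaks had the Sox consensus less often than Sox6 peaks, by 16.9 percentage points (Fisher's exact test over peaks, p = 3.42e-08), a difference between factors under the same comparison with flanking sequence. The tables argue against depth and place as the whole cause, since away from TSS and promoters the difference was 15.3 points, and between the regions called here, in a wider window of 100 bp, it was 13.6 points at full depth and 16.4 points with all libraries thinned to 1 depth. Exchanging the Sox5 library and its control gave 0.157 times as many regions at a p under 1e-05, which argues against fluctuations as most of the Sox5 regions called here, but at a p of 1e-10 or less the ratio was 0.230, which decides nothing, and for Sox6 it was 0.615 at a p under 1e-05. Fluctuations stay open for the deposited Sox5 peaks outside these regions, which overlap 55.2% of the peaks, since 280 of the others had the consensus in 10.0% and 11.1% in their flanks (exact p = 0.723), but this is not particular to Sox5, as 69 Sox6 peaks not called here had it in 11.6% and 13.0% in their flanks (exact p = 0.828). Not tested was whether the HA antibody and the Sox6 antibody enrich different amounts of DNA without the motif, so a biological difference may or may not be present.

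Sox5 reads gathered at Sox9 peaks without a Sox5 peak, at 1.83 times the control, and Sox6 reads at Sox9 peaks without a Sox6 peak, at 1.57 times, a signal at places that the paper does not discuss for these factors. The tables argue against regions that every library enriches as the whole cause at these places, since the lowest bound of the intervals, 1.49, was above the highest one 10 kb away, 1.08, although the Sox6 control itself rose to 11536 reads from 8543 there. For the Sox5 and Sox6 peaks that overlap a Sox9 peak, the tables argue against gene-rich regions alone, since overlaps away from TSS and promoters were at least 21.2 times the highest count among the shifted sets. The control signal at these overlapping peaks had a median of 0.937 times its genome mean, which decides nothing about regions that every library enriches, because the peaks were called against the same controls. Open chromatin at enhancers could give some enrichment in any pull-down and was not tested, so it remains beside binding of Sox5 and Sox6 as an open explanation.

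The classes of peaks differed between factors by Fisher's exact test over peaks. Against Sox9, Sox5 had odds ratios of 3.37 for the TSS, 0.681 for intragenic places and 0.658 for places outside genes and far from any TSS. Sox6 had odds ratios to Sox9 of 1.86 for the TSS and 0.698 for intragenic places. The intragenic shares of Sox5 and Sox6 were themselves close to those of peaks moved along the chromosomes. Between Sox5 and Sox6 the odds ratios were 1.81 for the TSS (adjusted exact p = 0.0147) and 0.531 for the far places (adjusted p = 0.0172). Of the nervous system genes, whose Sox9 peaks the paper does not discuss, 9 had one.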

How the results depend on the processing

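The pairing of changed genes with peaks, the direction of genes by the annotation, the lists without genes that the paper names, the FDR of a Table S5 entry by its distance and the subsets of peaks by place or overlap were alternatives chosen only after the data were seen. Of 151 alternative values of 59 results, 120 had been planned and 31 were added. In 105 the result kept its direction and its side of the threshold, or stayed within its counting interval or 1.5 times its count. A further 35 moved, 8 lost their call, 3 gained one and 0 reversed. For the gene lists these calls rest on p-values that are not adjusted. By the adjusted permutation p, some of these lists had no call to lose. They were for Sox9 the TGF-beta and BMP list (0.132) and the Groucho, Notch and F-box list (0.0564). For Sox5 it was the list of chondrogenic transcription factors and signals (0.0564). At a p under 1e-07 the regions called here numbered 2642 for Sox9, 220 for Sox5 and 200 for Sox6, and at a p under 1e-05 with library and control exchanged 382, 146 and 473. Sox9 peaks numbered 1677 at a fold enrichment of 10 or more and 1328 at a MACS p of 1e-10 or less. Sox5 peaks numbered 1 at an FDR of 5% or less, 56 at that fold enrichment and 66 at that p, and Sox6 peaks 45, 42 and 46. These filters keep fewer peaks by construction. With protein-coding genes alone, 4.27% of Sox9 peaks were at a TSS, and 19.7% of Sox9, 14.0% of Sox5 and 21.9% of Sox6 peaks were outside genes and more than 100 kb from a TSS. At an FDR of 5% or less, 0% of Sox5 and 15.6% of Sox6 peaks were at a TSS and 0% and 8.89% in that last class, and 1 Sox5 and 21 Sox6 peaks overlapped a Sox9 peak and 1 Sox5 peak a Sox6 peak. The share of Sox5 peaks with the consensus within 100 bp, 26.9%, no longer differed from the flanks (exact p = 0.141), and the cause was not tested. Among the 200 Sox5 peaks with the most tags the share within 50 bp, 24.5%, still differed from the flanks (exact p = 0.00200). With 1 mismatch allowed, inverted pairs at 3, 4 and 5 bp were found at 166, 647 and 276 Sox9 peaks, because a looser pattern has more matches. With peaks within 100 kb of the gene, 1 skeletal muscle gene had a Sox9 peak, 0 blood genes a Sox5 peak, 0 nervous system genes a Sox6 peak and 2 Groucho, Notch or F-box genes a Sox6 peak. In that pairing, by p-values that are not adjusted, the test was no longer passed for Sox9 by the TGF-beta and BMP list (6 genes, permutation p = 0.115) and the Groucho, Notch and F-box list (5, p = 0.0812), and it was passed for Sox5 by the matrix list (3, p = 0.0404). Of the probes of genes with a Sox6 peak, 40.4% were lower in the mutant, a share that passed the test (Fisher's exact test, p = 0.00446), but probes of 1 gene are not independent. The lists were also tested without the genes that the paper names with a binding site, again unadjusted. For Sox9 the permutation test was then no longer passed by the TGF-beta and BMP list (7 genes with a peak). It was no longer passed by the Groucho, Notch and F-box list (5) either. For Sox5 it was no longer passed by the chondrogenic transcription factors and signals (2) and the Groucho list (2). For Sox6 it was no longer passed by the Groucho list (2). For Sox5 it was passed by the matrix list (3). Matn1 and Tgfbr2, which the paper names but not for a binding site, stayed in these lists. All the Sox proteins were found at 8 genes within 100 kb by the paper's distances. At an FDR of 5% or less they were found at 0 when peaks were taken by their number in Table S5, many of which point to a neighbouring peak, and at 1, Notch4, when taken by distance. No paired analysis was possible because each factor has 1 library and 1 control.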

Differences from the paper's values

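The ways of pairing changed genes with peaks were chosen only after the data and the paper's numbers were seen. A value is said to differ where it is more than 1.5 times as large or as small as the paper's.

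The paper gives 37% of Sox9 peaks with an inverted pair, found with a motif model, and exact cores gave 9.03% here. Of the alternatives set before the data were examined, 1 mismatch in either core gave 33.0% and no longer differs, and windows of 100 bp gave 9.64% and do. The paper's Fig. S3 shows about 160, about 440 and about 210 peaks at 3, 4 and 5 bp, read by eye, and exact cores gave 39, 178 and 78. With 1 mismatch, set before the data were examined, the counts were 166, 647 and 276 and no longer differ, and with windows of 100 bp they were 42, 189 and 84 and still differ.

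The paper gives 52 genes of the Sox5/6 microarray for Sox6, and 92 were paired with a Sox6 peak here. No alternative for this count was set before the data were examined. The nearest coding gene that contains the peak or lies within 100 kb gave 62 and no longer differs, but this pairing was chosen after seeing the values and leaves out 6 of the paper's 52 genes, and the containing gene with the nearest within 100 kb gave 73, likewise chosen after seeing the values, and leaves out 3 of them. The nearest gene at any distance gave 82.

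For Sox9, peaks outside genes and more than 100 kb from a TSS make up about 23% in Fig. 3(b), read by eye, and 11.1% here. Of the alternatives set before the data were examined, protein-coding genes alone gave 19.7% and no longer differ, and the middle of the peak and an FDR of 5% or less both still differ. With protein-coding genes alone, however, the Sox9 proximal share became 2.64% and differs from about 4% in that figure. The proximal share of 4.61% with all genes did not differ. For Sox5, Fig. 3(f), read by eye, shows about 6% at the TSS, about 1% in the promoter, about 10% intragenic, about 1% proximal, about 7% distal and about 75% others, and the values here were 18.4%, 3.66%, 38.5%, 6.20%, 25.6% and 7.63%. All of the alternatives set before the data were examined (coding genes alone, middle of the peak, FDR) still differ for every Sox5 class. For Sox6, Fig. 3(g), read by eye, shows about 4%, about 2%, about 14%, about 1%, about 8% and about 71% for the same classes, and the values here were 11.1%, 3.37%, 39.1%, 4.38%, 28.6% and 13.47%. Of the alternatives set before the data were examined, coding genes alone gave a promoter share of 2.36% that no longer differs, and all others still differ.

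The paper states that Sox5 and Sox6 sites fall at the TSS and promoter much as Sox9 sites do, whereas here the TSS share was 18.4% for Sox5 and 11.1% for Sox6 against 6.30% for Sox9, with promoter shares of 3.66%, 3.37% and 4.36% that did not pass a test of difference. The paper also states that most Sox5 and Sox6 sites are away from genes, unlike those of Sox9. Here 87.1% of Sox5 and 80.1% of Sox6 peaks were within 100 kb of a TSS, against 81.8% of Sox9 peaks. With protein-coding genes alone these shares were lower, at 76.6% for Sox5, 64.6% for Sox6 and 67.8% for Sox9.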

Other observations

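The tests of the numbering in Table S5, and the Groucho list without genes that the paper names, were chosen only after the data had been seen.

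Genes of the nervous system also had Sox9 peaks, among them Sox2, Nes, Isl1, Elavl4 and Ncam1. At Pax6, a transcription factor of eye and brain, a Sox9 peak from 105452011 to 105452741 on chromosome 2 overlapped a Sox5 peak. Olig1, a regulator of oligodendrocytes, had a Sox9 peak on chromosome 16 from 91296531 to 91297303. With peaks within 100 kb alone, 6 of the 16 genes had one (permutation p = 0.0178, not adjusted). Sox5 peaks stood at Sox10, which encodes a factor of neural crest and glia, and at Pax6, and the list passed the permutation test neither for Sox5 (adjusted p = 0.0999) nor for Sox6 (adjusted p = 0.566).

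Of 16 Groucho, Notch and F-box genes related to targets in the paper, 7 had a Sox9 peak (Tle1, Tle3, Tle4, Notch1, Notch2, Notch4 and Hes1, adjusted p = 0.0564), 4 a Sox5 peak (Tle3, Notch2, Notch4 and Fbxl12, adjusted p = 0.0275) and 4 a Sox6 peak (Tle1, Tle3, Notch4 and Fbxl12, adjusted p = 0.00203). The list was built around genes that the paper names, and without those it passed for none of the factors (5, 2 and 2 of 13 genes, permutation p = 0.117, 0.160 and 0.0529, not adjusted). The Sox6 peak of Tle1 on chromosome 4 from 72050787 to 72051584 had 27 tags.

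In Table S5, the gene and distance of many entries belong to the peak before the numbered one. A candidate explanation is a pair of numberings that place peaks on unassembled contigs at different points of the list. The tables do not argue against it for Sox5, where the share of entries between those points that stand at the previous peak was 1, or for Sox6, where 0.00775 of entries stand at a neighbouring peak. For Sox9 both orders number all matched entries alike, so this pair of orders allows no shift there. The share at the previous peak was 0.692 (954 of 1379 matched entries), which this pair of orders does not account for. Other orders of the contigs were not tested, so the explanation is not decided for the Sox9 part. What shifted the Sox9 part stays open.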
